# Effect of concentration and duration of particulate matter exposure on the transcriptome and DNA methylome of bronchial epithelial cells

**DOI:** 10.1093/eep/dvaa022

**Published:** 2021-02-28

**Authors:** Steven K Huang, Priya Tripathi, Lada A Koneva, Raymond G Cavalcante, Nathan Craig, Anne M Scruggs, Maureen A Sartor, Furong Deng, Yahong Chen

**Keywords:** BEAS-2B, DNA methylation, RNA-Seq, PM2.5, TET, RRBS

## Abstract

Exposure to particulate matter (PM) from ambient air pollution is a well-known risk factor for many lung diseases, but the mechanism(s) for this is not completely understood. Bronchial epithelial cells, which line the airway of the respiratory tract, undergo genome-wide level changes in gene expression and DNA methylation particularly when exposed to fine (<2.5 µm) PM (PM_2.5_). Although some of these changes have been reported in other studies, a comparison of how different concentrations and duration of exposure affect both the gene transcriptome and DNA methylome has not been done. Here, we exposed BEAS-2B, a bronchial epithelial cell line, to different concentrations of PM_2.5_, and compared how single or repeated doses of PM_2.5_ affect both the transcriptome and methylome of cells. Widespread changes in gene expression occurred after cells were exposed to a single treatment of high-concentration (30 µg/cm^2^) PM_2.5_ for 24 h. These genes were enriched in pathways regulating cytokine–cytokine interactions, Mitogen-Activated Protein Kinase (MAPK) signaling, PI3K-Akt signaling, IL6, and P53. DNA methylomic analysis showed that nearly half of the differentially expressed genes were found to also have DNA methylation changes, with just a slightly greater trend toward overall hypomethylation across the genome. Cells exposed to a lower concentration (1 µg/cm^2^) of PM_2.5_ demonstrated a comparable, but more attenuated change in gene expression compared to cells exposed to higher concentrations. There were also many genes affected by lower concentrations of PM_2.5_, but not higher concentrations. Additionally, repeated exposure to PM_2.5_ (1 µg/cm^2^) for seven days resulted in transcriptomic and DNA methylomic changes that were distinct from cells treated with PM_2.5_ for only one day. Compared to single exposure, repeated exposure to PM_2.5_ caused a more notable degree of hypomethylation across the genome, though certain genes and regions demonstrated increased DNA methylation. The overall increase in hypomethylation, especially with repeated exposure to PM_2.5_, was associated with an increase in expression of ten–eleven translocation enzymes. These data demonstrate how variations in concentration and duration of PM_2.5_ exposure induce distinct differences in the transcriptomic and DNA methylomic profile of bronchial epithelial cells, which may have important implications in the development of both acute and chronic lung disease.

## Introduction

Particulate matter (PM) remains one of the most harmful forms of air pollution, contributing to more than 3 million deaths per year worldwide (1). Traffic, diesel, and manufacturing are major sources of PM in industrialized cities and countries. Small particles, including those less than 2.5 µm in diameter (PM_2.5_), are especially harmful because of their ability to travel deep in the respiratory tract and cause toxicity to cells lining the airway. Over the decades, public health efforts have curtailed levels of PM_2.5_ in many countries throughout the world. However, recent studies have shown that low levels of exposure, even below that set by governmental regulatory agencies in many advanced countries, continue to cause harm in the general population (2, 3).

Bronchial epithelial cells line the airways and are the first cells that are exposed to PM_2.5_. Many studies have shown that PM_2.5_ causes oxidative stress and toxicity in bronchial epithelial cells in a concentration-dependent fashion (4–8). Several studies have also shown that PM_2.5_ causes widespread changes in the transcriptome of these cells (9–16). These studies, however, mostly employ PM_2.5_ at high concentrations and examine the effects of PM_2.5_ only after a single exposure and short time interval. How the transcriptome changes with lower concentrations and chronic exposure to PM_2.5_ has not been extensively studied. Recognizing that many humans are exposed to low levels of chronic air pollution, many investigators have attempted to model this phenomenon *in vitro* by treating epithelial cells with low levels of PM_2.5_ repeatedly over several days. These studies have shown that epithelial cells under these conditions persistently release inflammatory cytokines, develop epigenetic changes, and undergo epithelial–mesenchymal transition (17–19). Our laboratory has shown that repeated exposure to low-concentrations of PM_2.5_ over seven days resulted in the upregulation of many genes that were not observed after a single exposure to PM_2.5_ (20). However, a full transcriptomic analysis of this treatment protocol—along with a comparison with higher concentrations and short-term exposure—has not been reported. We hypothesize that even though a single exposure to high concentrations of PM_2.5_ may induce oxidative stress and DNA damage, along with reciprocal anti-oxidant and anti-toxin response, exposure to lower concentrations, especially over time, may cause more subtle changes in gene expression that might differ from exposure to higher concentrations, but play equally important roles in disease development.

DNA methylation is a well-characterized epigenetic mechanism recognized for its ability to influence gene expression, often in a persistent, heritable way. DNA methylation is critical to normal development, and alterations in DNA methylation have been shown to contribute to cancer (21), autoimmune disease (22), and asthma (23). DNA methylation, especially within gene promoters and in CpG islands, is traditionally associated with suppression of gene expression (24). More recent studies, however, have shown that increased DNA methylation, especially within gene bodies and exons, are associated with increased transcription (25), emphasizing the importance of distinguishing where in the gene DNA methylation changes are occurring and how it might affect gene transcription. PM_2.5_ has been shown in numerous *in vitro* and *in vivo* studies to cause changes in DNA methylation, either hyper- or hypo-, as measured in whole blood or in isolated cell types (26–28), though the significance of methylation changes at individual CpG loci is not always clear. Here, we examine the transcriptomic and DNA methylomic changes that occur in bronchial epithelial cells in response to PM_2.5_ at different concentrations and duration of exposure. We observed that PM_2.5_ causes widespread changes in the expression and DNA methylation of genes that are important in epithelial cell biology. That we observed distinct patterns of DNA methylomic and transcriptomic changes with different treatment protocols further highlight the importance of considering variables such as concentration and duration of exposure when trying to model and understand the pleiotropic effects of PM_2.5_.

## Methods

### Collection of PM_2.5_ and Extraction from Filters

PM_2.5_ was isolated from ambient air pollution collected in Beijing, China from 19–21 January 2015 as previously described (20). Low volume manual samplers placed on the rooftop of Peking University School of Public Health collected PM_2.5_ over a 24-h period on 90 mm Emfab filters, which are made of borosilicate fibers reinforced with woven cloth and bonded with polytetrafluoroethylene (TX40HI20WW, part #7234, Pall Company, Beijing Office, Beijing, China). Each filter was folded, wrapped in aluminum foil, and stored in −20°C until extraction. Twenty-four hours before extraction, filters were placed in sterile amber jars and equilibrated at fixed humidity and room temperature in a sterile biosafety containment hood, and weighed before wetting and extraction. To extract PM_2.5_, 20 ml of double distilled water was added to each amber jar and filters were sonicated (VWR, model no. 97043-968, VWR International, Radnor, Pennsylvania, USA) on ice at 15 min intervals for a total of 3 h. After sonication, filters were air-dried for 3 days in amber jars located in the same biosafety containment hood at constant humidity and room temperature before being weighed on a microbalance. The difference in weight (averaged from 3–5 measurements) before and after extraction was used to calculate the concentration (mg/ml). The extracted PM_2.5_ was aliquoted and stored for future use at −80°C.

### Cells and Treatments

BEAS-2B, a bronchial epithelial cell line, was cultured on collagen-coated tissue-culture plates in serum-free Bronchial Epithelial Growth Medium (BEGM; CC-3170, Lonza, Walkersville, MD), which consists of basal medium supplemented with standardized growth factors provided by the manufacturer (BEGM BulletKit CC-3171 and CC-4175; Lonza). Cells were maintained in a 37°C incubator with 5% CO_2_. Collagen-coated tissue-culture plates were prepared by coating plates with pre-made bovine collagen solution (PureCol-Type I Bovine Collagen Solution, Advanced BioMatrix, San Diego, CA) diluted to a concentration of 3 mg/ml with 0.1 N HCl overnight at 4°C. The liquid was then aspirated and plates were UV-irradiated for 30 min before they were washed three times with sterile water.

For experiments, cells were plated at a density of 5 × 10^5^ in six-well plates in BEGM and allowed to adhere overnight. Medium was replaced the next day with either fresh BEGM alone or fresh BEGM containing a low (1 µg/cm^2^) or high (30 µg/cm^2^) concentration of PM_2.5_ for 24 h. For experiments involving chronic, repeated exposure, cells were initially plated at a density of 2.5 × 10^5^ in six-well plates. Medium was replaced the next day with fresh BEGM either alone or with 1 µg/cm^2^ of PM_2.5_. This was repeated each day, with all cells being washed with phosphate-buffered saline (PBS) between treatments, for a total of six days before cell lysates were collected on day 7 for RNA and DNA analysis.

### RNA-Seq

RNA was initially isolated from cells using Trizol (Catalog Number 15596018, Invitrogen, Carlsbad, CA, USA); extracted RNA underwent an additional step for cleanup using the RNeasy kit (Qiagen, Germantown, MD). RNA was assessed for quality on the Agilent TapeStation and samples with RNA integrity number (RIN) > 7 were used for subsequent library preparation. Poly-A enrichment was used to select mRNA for library preparation, and samples were sequenced as a single-end 50 bp fragment on the Illumina HiSeq 4000, which was performed by the University of Michigan Advanced Genomics Core. Each experiment, including the single exposure protocol and repeated exposure protocol, was performed three independent times; a total of 15 samples were multiplexed and sequenced over two lanes.

### Enhanced Reduced Representation Bisulfite Sequencing (eRRBS)

Assessment of genome-wide DNA methylation was performed by eRRBS, as previously described (29). DNA was isolated from cells using DNeasy kit (Qiagen) and submitted to the University of Michigan Epigenomics Core for library construction and bisulfite sequencing. Briefly, DNA was fragmented using the restriction enzyme Msp I, end repaired, A-tailed, and ligated (all using reagents from New England Biolabs, Ipswich, MA, catalog #s: R0106M, M0203L, M0210L, M0212L) to pair-end methylated adapters from Illumina. DNA was then resolved on agarose gel and fragments (150–250 bp and 250–450 bp) were excised and eluted. Samples then underwent bisulfite conversion using the EZDNA Methylation kit (Zymo Research, Inc., Irvine, CA) and DNA amplified using the Roche High Fidelity FastStart system. Final libraries were cleaned using Agencourt AMPure beads before sequencing on the Illumina HiSeq 4000. Each experiment, including the single exposure protocol and repeated exposure protocol, was performed three independent times; a total of 15 samples were multiplexed and sequenced over five lanes. Raw data for all RNA-Seq and eRRBS samples were uploaded into the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database under accession number GSE155617.

### Quantitative RT-PCR

RNA was reverse-transcribed to cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, USA) according to the manufacturer’s recommendations; quantitative real-time PCR was performed on cDNA using SYBR green PCR Master Mix (Applied Biosystems) on a StepOne Real-time PCR System (Applied Biosystems). The fold-change in expression of target genes (purchased as pre-designed TaqMan assays with primer-probes from Applied Biosystems) was calculated by the ΔΔCt method relative to β-actin as the endogenous control. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an alternative endogenous control to verify the findings.

### Data Analysis

For RNA-Seq analysis, FASTQ raw reads were aligned using STAR (Spliced Transcripts Alignment to a Reference) version 2.5.3 to the reference genome GRCh38. Reads were counted using featureCounts and normalized using edgeR via the Bioconductor package. Each experiment was performed three independent times and the data from all three experiments was averaged together; differential expression relative to vehicle control was performed using edgeR and analyzed by glmQLFit with correction for multiple testing. A linear fold-change > 1.5 (log 0.6) with adjusted *P*-value (adjusted for false discovery rate) < 0.05 was deemed significant. For eRRBS analysis, sequencing reads were assessed for quality by FastQC, and reads were trimmed using TrimGalore to trim low-quality bases (quality score lower than 20), adapter sequences, and end-repair bases from the 3′ end of reads. Bismark was used for methylation calling and alignment (30) to the reference genome using Bowtie2 (31). The methylSig R package was used to identify sites of differential methylation (32). An absolute difference of > 10% methylation with adjusted *P*-value (adjusted for false discovery rate) < 0.05 was deemed significant.

Pathway analysis was performed using Advaita iPathway (Advaita Corportation, Ann Arbor, MI) analysis. Statistically significant pathways were defined by adjusted *P*-value < 0.05.

## Results

### Transcriptomic Changes in BEAS-2B Cells after Single Exposure of PM_2.5_

Other studies have reported the results of compositional analysis of PM_2.5_ from Beijing, China taken on the same or similar dates (January through February, 2015) as the PM_2.5_ that we used in our study (33, 34). In those analyses, PM_2.5_ was composed of anions ${\text{SO}}_{4}^{2-}$ and ${\text{NO}}_{3}^{-}$, elemental metals such as Ag, As, Cd, Cu, Hg, Pb, Se, and Zn, and polyaromatic hydrocarbons including Benz(a)anthracene, Chrysene, and 1,8-Naphthalic anhydride (33, 34). The largest source of this PM_2.5_ was identified as coming from vehicle emissions. The level of endotoxin in our highest treatment condition (30 µg/cm^2^) was 0.433 EU/ml, as previously described (20).

Although treatment with high concentrations of PM_2.5_ (≥ 50 µg/cm^2^) induced apoptosis and cytotoxicity, as shown in our previous study, measures of lactate dehydrogenase release and cleaved poly-ADP ribosylation remained low at concentrations up to 30 µg/cm^2^ in our experimental system (20). Levels of *IL6*, *TNF*, and *TSLP* robustly increased at this concentration, so treatment with 30 µg/cm^2^ was chosen as the maximum concentration for our transcriptomic and methylomic studies.

We first treated BEAS-2B cells with either vehicle control or 30 µg/cm^2^ of PM_2.5_ for 24 h and performed RNA-Seq analysis to examine the transcriptomic changes that occur with PM_2.5_ treatment. 

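RNA was sequenced from 3 experiments in which BEAS-2B cells, a line of immortalized human bronchial epithelial cells, were kept for 24 h in medium alone or in medium with 30 µg/cm2 of PM_2.5_. The authors aligned single-end reads of 50 bases to the human genome GRCh38 with STAR and deposited the number of reads that featureCounts assigned to each gene, without normalization. Between 21460981 and 34724765 reads were counted on genes per library, with a median of 30695157 in the vehicle controls and 30460031 after 30 µg/cm2 of PM_2.5_. At this depth, the floor of 3 counts in a library equals 0.0864 to 0.140 CPM (counts per 1e6 counted reads), which covers counting error only. Libraries were scaled by edgeR's trimmed mean of M-values (TMM), and the 17599 genes that passed edgeR's filter on low counts were tested. One edgeR quasi-likelihood model with a mean for each of the 5 conditions of the study was fitted to all 15 libraries. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold-change of at least 0.6, the thresholds that the methods give. The paper's text does not name the libraries that entered each fit. Expression is given as TMM-normalized CPM, with the SD between the 3 experiments. Because treated and control cells of one experiment were handled together, most results are also given from a fit with the experiment number as a replicate block. The strand used in counting is not named in the paper's text, so the values of a gene that overlaps another tested gene are uncertain.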

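After 24 h with 30 µg/cm2 of PM_2.5_, 1420 genes passed both thresholds against vehicle control, with 673 higher and 747 lower. In 1374 of these genes, all 9 pairs of a treated and a control library changed the same way, which 22.7% of all tested genes did and which chance gives for 10% of genes with 3 libraries against 3. Across genes, which are not independent replicates, the deviations of libraries of the same experiment from their group means correlated at 0.529 on average, and those of libraries of different experiments at -0.231. A fit with the replicate block gave 2681 genes, and 1411 of the 1420 genes were among them. In proportion, a fit of these 6 libraries alone moved the count most among the alternatives, to 360 genes. The experiments differed in spread. The chi-square per degree of freedom between libraries of the same condition among the controls and those at 30 µg/cm2, which sampling noise alone would place near 1, was 76.7 to 178 where experiment 2 was compared with experiments 1 and 3, and 4.46 to 18.2 between experiments 1 and 3. Among genes whose 9 pairs all changed the same way, the largest rises were in *RPLP0P2*, *DUSP2*, *HSPA6*, *SPOCD1* and *PAPPA2*, and the largest falls in *FGB*, *IGFL1P1*, *ABCB5*, *CXCL14* and *FGG*. Expression of *DUSP2* (ENSG00000158050.4, chromosome 2 from 96143166 to 96145440) was 0.357 ± 0.228 CPM in the vehicle controls and 20.9 ± 15.9 CPM after treatment (SD, n = 3), a log2 fold-change of 5.78 (SE 0.835, adjusted p = 0.000633 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and of 5.82 with the block. *FGG* (ENSG00000171557.16, chromosome 4 from 154604134 to 154612967) fell from 4.76 ± 2.44 to 0.201 ± 0.307 CPM (SD, n = 3), a log2 fold-change of -4.47 (SE 0.781, adjusted p = 0.00244 from the same edgeR test) and of -4.66 with the block. The controls held no more than 3 counts of *RPLP0P2* each, so its rise is a lower bound, at least 81.4-fold higher. It is a pseudogene, and whether it shares reads with its parent gene was not tested. *CXCL14* was at least 16.3-fold lower, *ABCB5* at least 10.9-fold lower and *IGFL1P1*, which overlaps *IGFL2-AS1* on the other strand, at least 4.93-fold lower, since the treated libraries held no more than 3 counts each. The log2 fold-changes of *HSPA6*, *SPOCD1*, *PAPPA2* and *FGB* were 5.58, 5.39, 5.29 and -5.49, and with the block 5.65, 5.48, 5.41 and -5.52. For *PAPPA2* and *FGB*, mean expression was near the floor in one group.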

Compared to cells treated with vehicle control, cells treated with 30 µg/cm^2^ of PM_2.5_ demonstrated a statistically significant increase in 612 genes and decrease in 698 genes (Fig. 1). A list of all of the differentially expressed genes including fold-change and statistical significance is included in Supplementary Table S1. 

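Of the 1310 genes that the paper lists in Supplementary Table S1, 1306 were matched by name to the deposited counts and 1302 were tested. Both thresholds were passed by 1266 of them, and by 1292 with the replicate block. The log2 fold-change had the sign listed in the table for all 1302 tested genes. Among the genes called here, 154 are not in the table, and 56 of these have no Entrez identifier.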

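*CYP1A1* (ENSG00000140465.13, chromosome 15 from 74719542 to 74725610), which encodes a cytochrome P450, was expressed at 1.10 ± 0.473 CPM in the vehicle controls and 23.0 ± 17.2 CPM after 30 µg/cm2 of PM_2.5_ (SD, n = 3), a log2 fold-change of 4.34 (SE 0.547, adjusted p = 0.000253 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For *CYP1B1* (ENSG00000138061.11, chromosome 2 from 38066973 to 38109902), expression rose from 222 ± 39.4 to 827 ± 31.2 CPM (SD, n = 3), and the log2 fold-change was 1.90 (SE 0.175, adjusted p = 2.7e-05 from the same edgeR test). *AHRR* (ENSG00000063438.16, chromosome 5 from 304176 to 438291), the aryl hydrocarbon receptor repressor, rose from 3.62 ± 0.409 to 10.4 ± 1.32 CPM (SD, n = 3), with a log2 fold-change of 1.52 (SE 0.199, adjusted p = 0.000323 from the same edgeR test). All 9 pairs of treated and control libraries rose for each of the 3 genes. With the replicate block, the log2 fold-changes of *CYP1A1*, *CYP1B1* and *AHRR* were 4.21, 1.92 and 1.51. *AHRR* overlaps *PDCD6* on the same strand and *CYP1B1* overlaps *RMDN2-AS1* on the same strand and *RMDN2* and *CYP1B1-AS1* on the other, so the reads assigned to them are uncertain to that extent. All 3 also passed with p-values adjusted over these 3 genes alone, which shows no stability because the paper chose them from its own calls on these data.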

Examination of these differentially expressed genes included upregulation of *CYP1A1*, *CYP1B1*, and *AHRR*, which are commonly increased when cells have been exposed to polyaromatic hydrocarbons (7, 35), such as that present in urban PM_2.5_. Genes such as *HMOX1*, *NQO1*, *GCLM*, *SQSTM1*, and *FTL*, which are often increased in response to oxidative stress (36, 37), were also increased. 

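*HMOX1* (ENSG00000100292.16, chromosome 22 from 35380361 to 35394214) rose from 30.3 ± 9.14 CPM in the vehicle controls to 287 ± 104 CPM after 30 µg/cm2 of PM_2.5_ (SD, n = 3), a log2 fold-change of 3.25 (SE 0.272, adjusted p = 1.49e-05 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest change of the 5 genes was in *GCLM* (ENSG00000023909.9, chromosome 1 from 93885205 to 93909456), from 74.0 ± 20.7 to 201 ± 46.2 CPM (SD, n = 3), with a log2 fold-change of 1.44 (SE 0.302, adjusted p = 0.00787 from the same edgeR test). The log2 fold-changes of *NQO1*, *SQSTM1* and *FTL* were 1.95, 1.82 and 2.78, with SEs of 0.171, 0.126 and 0.279. In all 5 genes every treated library was above every control library. The fit with the replicate block gave log2 fold-changes of 3.26 for *HMOX1*, 1.93 for *NQO1*, 1.46 for *GCLM*, 1.81 for *SQSTM1* and 2.83 for *FTL*. *SQSTM1* overlaps *MGAT4B* and *MRNIP* on the other strand, and reads of *FTL* can be shared with its pseudogenes. All 5 genes passed with p-values adjusted over all genes and over the 5 alone. The second count shows no stability, since the list comes from the paper's calls.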

Expression of *MDM2* and *CDKN1A* were also elevated after treatment with PM_2.5_, which was also expected as a result of the ability of high concentrations of PM_2.5_ to trigger DNA damage (5). 

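Expression of *MDM2* (ENSG00000135679.22, chromosome 12 from 68808176 to 68850686) was 130.3 ± 10.3 CPM in the vehicle controls and 232 ± 49.1 CPM with 30 µg/cm2 of PM_2.5_ (SD, n = 3), a log2 fold-change of 0.83 (SE 0.154, adjusted p = 0.0036 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.82 with the replicate block. *MDM2* did not pass in the fit of these 6 libraries alone, and it overlaps *CPM* on the other strand. *CDKN1A* (ENSG00000124762.13, chromosome 6 from 36676460 to 36687339) rose from 209.7 ± 57.3 to 638 ± 141 CPM (SD, n = 3), a log2 fold-change of 1.61 (SE 0.215, adjusted p = 0.000355 from the same edgeR test) and of 1.65 with the block. For both genes, all 9 pairs of treated and control libraries rose.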

The identification of these upregulated genes in our dataset, which have been shown individually in other studies, validates the reliability and accuracy of our global RNA-Seq analysis.

**Figure 1:**
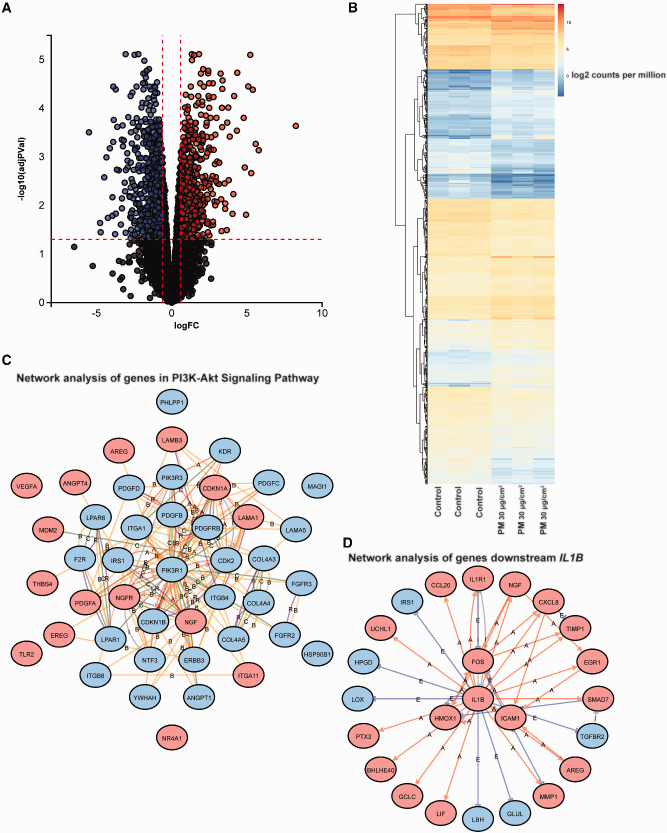
differential expression of genes after 24-h treatment with high-concentration PM_2.5_. (**A**) BEAS-2B cells were treated with 30 µg/cm^2^ of PM_2.5_ for 24 h before being analyzed by RNA-Seq. The volcano plot demonstrates expression of genes by log fold-change relative to adjusted *P*-value. (**B**) Heatmap of 1310 differentially expressed genes between control and treatment with 30 µg/cm^2^ of PM_2.5_. (**C**) Pathway analysis identified enrichment of genes within the PI3K-Akt Signaling Pathway. Shown is the network analysis of genes within this pathway, with red indicating upregulation and blue indicating downregulation after PM_2.5_ treatment. (**D**) Pathway analysis also identified *IL1B* as an upstream hub, with differentially expressed genes downstream of *IL1B* shown.

To take a more unbiased view of potential pathways enriched by these differentially expressed genes, we used Advaita to perform pathway analysis and identified pathways such as Cytokine–Cytokine Receptor Interaction, Glycine Serine Threonine Metabolism, mitogen-activated protein kinase (MAPK) Signaling Pathway, and PI3K-Akt Signaling Pathway that were enriched in our dataset (Table 1). 

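Supplementary Table S2 lists the differentially expressed genes of each pathway, and their expression was taken here from the deposited counts. Of the 38 genes listed for Cytokine–Cytokine Receptor Interaction, 37 were called after 30 µg/cm2 of PM_2.5_, and 27 of those called were higher and 10 lower. Glycine Serine Threonine Metabolism had 13 listed genes, of which 12 were called, 8 of them higher and 4 lower. For the MAPK Signaling Pathway, 39 of 40 listed genes were called, 20 of them higher and 19 lower. In the PI3K-Akt Signaling Pathway, 43 of 44 were called, and the falls outnumbered the rises, with 28 lower and 15 higher. The median log2 fold-changes of the listed genes were 1.43, 1.04, -0.12 and -0.80 in the same order. With the replicate block, all 38, 13, 40 and 44 genes were called. The lists hold only genes that the paper called on these data, so the counts show no stability, and enrichment was not tested here.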

Supplementary Table S2 lists the differentially expressed genes associated with these pathways. Although elevation of cytokines and enrichment of pathways such as MAPK and PI3K-Akt have been described in other studies of PM_2.5_ (9, 11, 12, 16), pathways related to amino acid synthesis and metabolism and cardiovascular disease (Table 1) were uniquely found in our dataset. Network analysis of genes within these pathways allowed us to identify key interactions, including genes that may serve as regulatory hubs (Fig. 1C, Supplementary Fig. S1).

**Table 1:** top pathways from differentially expressed genes in cells treated with PM_2.5_ (30 µg/cm^2^) vs. Control, 24 h

Pathway name	countDE^a^	countAll^a^	pORA_FDR^b^	pOverall_FDR^c^
Cytokine-cytokine receptor interaction	38	122	5.89E−09	3.29E−06
Glycine, serine and threonine metabolism	13	30	1.90E−04	1.90E−04
MAPK signaling pathway	40	231	4.26E−03	4.18E−04
Rheumatoid arthritis	17	53	4.57E−04	4.18E−04
Biosynthesis of amino acids	17	59	1.13E−03	1.35E−03
PI3K-Akt signaling pathway	44	249	1.54E−03	3.41E−03
Arrhythmogenic right ventricular cardiomyopathy (ARVC)	16	50	6.73E−04	3.41E−03
Prostate cancer	20	83	2.56E−03	3.41E−03
Mineral absorption	12	34	1.54E−03	3.41E−03
Fluid shear stress and atherosclerosis	26	112	8.46E−04	3.41E−03
Osteoclast differentiation	16	87	8.59E−02	1.64E−02
Transcriptional misregulation in cancer	24	128	2.31E−02	3.97E−02
Complement and coagulation cascades	9	35	6.20E−02	4.09E−02
Hypertrophic cardiomyopathy (HCM)	13	56	4.09E−02	4.09E−02

a countDE = number of differentially expressed genes in dataset; countAll = total number of genes in pathway.

b pORA_FDR = *P*-value based on overrepresentation alone, adjusted for false discovery rate.

c pOverall_FDR = *P*-value based on overrepresentation and degree of perturbation, adjusted for false discovery rate.

The Advaita iPathway software allowed us to additionally identify “upstream” hubs or mediators that regulate many of the genes in this dataset that may be downstream. 

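*IL6* (ENSG00000136244.11, chromosome 7 from 22725884 to 22732002) was at 1.85 ± 1.01 CPM in the vehicle controls and 2.48 ± 0.286 CPM after 30 µg/cm2 of PM_2.5_ (SD, n = 3). The log2 fold-change of 0.40 (SE 0.368, adjusted p = 0.575 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) was not distinguished from 0, with 6 of 9 pairs higher. With the replicate block it was 0.45 (adjusted p = 0.309 from the same edgeR test). *IL1B* (ENSG00000125538.11, chromosome 2 from 112829751 to 112836903), shown as an upstream hub in Fig. 1D, rose from 1.47 ± 0.66 to 8.12 ± 1.51 CPM (SD, n = 3), a log2 fold-change of 2.45 (SE 0.356, adjusted p = 0.000668 from the same edgeR test) and of 2.50 with the block. Of the 23 genes drawn downstream of *IL1B* in Fig. 1D, all 23 were called, with and without the block, 17 of them higher and 6 lower. The figure shows only genes that the paper called on these data, so this count shows no stability. Hubs are inferred by the authors' software from such downstream genes, and that inference was not repeated here.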

We identified *P53* and *IL6* as statistically significant downregulated and upregulated hubs, respectively (Fig. 1D, Supplementary Fig. S1). These unbiased enrichment analyses support what has often been described in the literature as the ability of PM_2.5_ to induce DNA damage (often regulated by *P53*) (5, 7, 9) and cause increases in inflammatory cytokines (e.g. *IL6*) (17, 18). Finally, the Advaita software also allows one to examine potential upstream chemicals or toxicants that are often associated with these differentially expressed genes, and upstream chemicals include organophosphorus compounds, polyaromatic hydrocarbons, and metals such as copper, silver, nickel, and cadmium, which are all often found in PM_2.5_.

We next used the GEO database and PubMed to identify other studies that also performed transcriptomic analysis in bronchial epithelial cells after PM exposure (Table 2). These studies utilized PM of varying size (2.5–10 µm) and from different locations [Saudi Arabia (15), China (11), United States (10, 13), Italy (12)], with treatments ranging from a concentration of 10–50 µg/cm^2^ for 24 h. Excluding studies where data were incomplete or not publicly available, we compared the differentially expressed genes found in our study with those identified in other datasets (Fig. 2). 

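*TXNRD1* (ENSG00000198431.15, chromosome 12 from 104215779 to 104350305), which encodes thioredoxin reductase 1, was expressed at 333 ± 46.4 CPM in the vehicle controls and 1723 ± 666 CPM after 30 µg/cm2 of PM_2.5_ (SD, n = 3). The log2 fold-change was 2.37 (SE 0.348, adjusted p = 0.000701 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.27 with the replicate block, and all 9 pairs of libraries rose. *TXNRD1* overlaps *EID3* and the pseudogene *RPL18AP3* on the same strand.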

Several genes, including *NQO1*, *TXNRD1*, *CYP1A1*, and *CYP1B1*, were found to be differentially expressed after PM exposure in all studies. 

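Supplementary Table S1 marks which genes other datasets also hold. All 134 genes that it marks as found elsewhere were tested in the deposited counts, and 133 of them were called, 134 with the replicate block. Their median absolute log2 fold-change was 1.54, their median expression was 26.6 CPM and 64.2% of them were higher after 30 µg/cm2 of PM_2.5_. Of the genes that the table marks as found in no other dataset, 1168 were tested and 1133 called (1158 with the block), with 520 higher and 648 lower. These genes had a median absolute log2 fold-change of 1.02 and a median expression of 18.1 CPM, and 601 changed more than 2-fold. No test was made between both groups of genes, since genes are not independent replicates. Both groups hold only genes that the paper called on these data, so the counts of called genes show no stability.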

Our dataset, however, also identified a larger number of genes (1176 of them) that were not identified in any other published dataset (Supplementary Table S1). Although other studies (9, 16) identified enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways such as Cytokine–Cytokine Receptor Interaction, MAPK Signaling Pathway, and Rheumatoid Arthritis, that we also observed were enriched in our dataset, we found additional pathways such as Glycine Serine and Threonine Metabolism, Arrhythmogenic Right Ventricular Cardiomyopathy, Fluid Shear Stress and Atherosclerosis, and Complement and Coagulation Cascades that were enriched only in our dataset.

**Figure 2:**
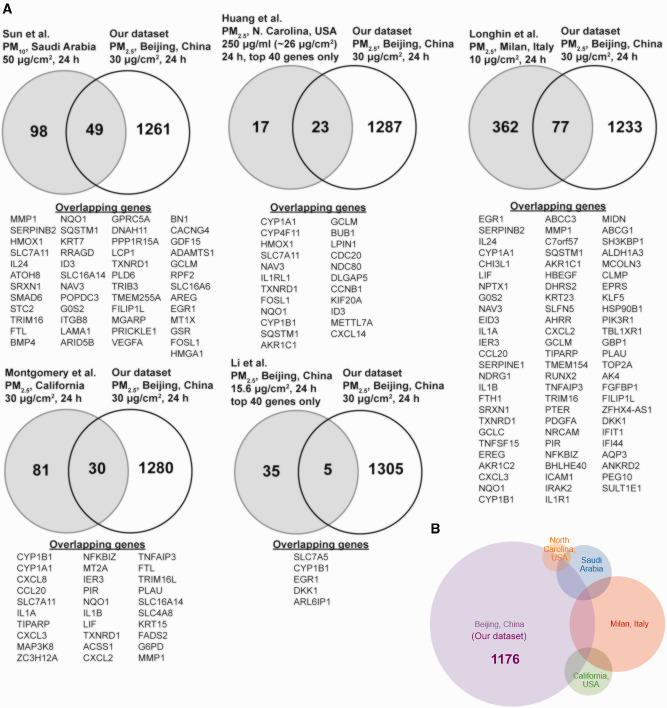
comparison of differentially expressed genes after 24-h treatment with PM_2.5_ (30 µg/cm^2^) with genes identified in other published datasets (10–13, 15). (**A**) The 1310 differentially expressed genes in our dataset were compared to differentially expressed genes found in other published datasets (10–13, 15), with the identity of the overlapping genes listed below. (**B**) Area-proportional Venn diagram of differentially expressed genes from different datasets with source of PM from different studies indicated.

**Table 2:** a list of comparative gene expression studies investigating the effects of PM on bronchial epithelial cells

Study	Cell type	PM source	PM type	Concentration and duration	Method	# Differentially expressed genes	GEO ID
Nakayama *et al*. (14)	HBE cells	Fresno, California Summer 2006, Winter 2007	Ambient and wildfire PM_2.5_	10 µg/ml, 3 h exposure	Affymetrix Human U133A 2.0 microarray	127	GSE18593
Sun *et al*. (15)	BEAS-2B	Saudi Arabia	PM_10_	50 µg/cm^2^, 24 h	Affymetrix 1.0 array	147	GSE38172
Huang *et al*. (10)	Primary human airway epithelium	Chapel Hill, NC, October 2002	Coarse, fine, ultrafine PM	250 µg/ml (∼26 µg/cm^2^), 24 h	Affymetrix Human U133A microarray	302^a^	GSE7010
Montgomery *et al*. (13)	Nasal airway epithelium in air–liquid interface	Urban California (cities of Bakersfield, Sacramento, and Yuba City), 2011; NIST 2786	PM_2.5_ - water soluble and organic extracts	Organic extract: up to 4.5 µg/cm^2^, 24 h; NIST: 30 µg/cm^2^, 24 h	RNA-Seq	11, 124, and 1296 from low, moderate, and high dose organic extract; 111 from NIST	GSE144770
Li *et al*. (11)	BEAS-2B	Beijing, China, December 2015	PM_2.5_	50 µg/ml (∼15.625 µg/cm^2^), 24 h	Affymetrix Human Transcriptome Array 2.0	1636^b^	GSE93329
Longhin *et al*. (12)	BEAS-2B	Milan, Italy	Summer PM_10_, winter PM_2.5_	10 µg/cm^2^, 24 h	Affymetrix Human U133 Plus 2 microarray	441 for winter PM_2.5_; 542 for summer PM_10_	ArrayExpress E-MTAB-3630
Zhou *et al*. (16)	16HBE cells	Beijing, China, January 2013	PM_2.5_	25 µg/cm^2^, 24 h	RNA-Seq	539	Unavailable
Ding *et al*. (9)	HBE cells	Wuhan, China, March 2012	PM_2.5_	200 and 500 µg/ml, 24 h	Microarray	970 with 200 µg/ml; 492 with 500 µg/ml	Unavailable

NIST, National Institute of Standards and Technology; HBE, Human bronchial epithelial.

a Only top 40 available for download and comparison.

b Only top 40 used for comparison.

In all prior transcriptomic studies, the lowest concentration of PM_2.5_ used for transcriptomic analysis was 10 µg/cm^2^ PM_2.5_; we and others, however, have shown that concentrations lower than 10 µg/cm^2^ were sufficient to alter the expression of some genes, and in some instances, altered the expression of genes that were not affected by higher concentrations of PM_2.5_ (20). We thus performed RNA-Seq on cells treated 24 h with 1 µg/cm^2^ of PM_2.5_. 

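The cells treated with 1 µg/cm2 of PM_2.5_ belonged to the same 3 experiments as those treated with 30 µg/cm2, and both concentrations were compared with the same 3 vehicle controls. Per library, 21540120 to 29134971 reads were counted on genes, with a median of 29131579, and 3 counts equal 0.103 to 0.139 CPM. The values come from the model described for the higher concentration. The authors also used a likelihood ratio test for this comparison, which was run on the same libraries at a Benjamini-Hochberg adjusted p-value under 0.05 alone, without a threshold on the fold-change. The difference between 30 and 1 µg/cm2 was tested directly in the same model.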

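After 24 h with 1 µg/cm2 of PM_2.5_, 11 genes passed both thresholds in the edgeR quasi-likelihood test, 8 of them higher and 3 lower. An unadjusted p-value under 0.05 was found for 534 genes. In all 11 called genes, every treated library lay on one side of every control library, against 4.4% of tested genes and the 10% that chance gives. The replicate block was applied here too, since the deviations of same-experiment libraries at 24 h correlated at 0.201 to 0.721, and it gave 74 genes, including the 11. No other alternative set before the counts were seen moved the count further upward, and a fit of these 6 libraries alone gave 2 genes. Without the libraries of experiment 2, an alternative chosen after the spread between experiments was seen, 378 genes passed. Compared directly, 1379 genes differed between 30 and 1 µg/cm2, with 637 higher and 742 lower at 30 µg/cm2, and 2737 with the block. All 9 pairs of libraries differed the same way in 1320 of the 1379, against 21.6% of tested genes. Apart from *CYP1A1*, *CYP1B1* and *AHRR*, the largest rises at 1 µg/cm2 were in *NKD2* and *ITGA11*, and the 3 falls were in *SMOC1*, *EFEMP1* and *LOX*. *NKD2* (ENSG00000145506.13, chromosome 5 from 1008829 to 1038943) rose from 0.318 ± 0.129 to 1.32 ± 0.196 CPM (SD, n = 3), a log2 fold-change of 2.04 (SE 0.336, adjusted p = 0.0496 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *EFEMP1* (ENSG00000115380.19, chromosome 2 from 55865967 to 55924139) fell from 1162 ± 264 to 558 ± 38.7 CPM (SD, n = 3), a log2 fold-change of -1.06 (SE 0.149, adjusted p = 0.0153 from the same edgeR test). The log2 fold-changes of *ITGA11*, *SMOC1* and *LOX* were 1.89, -1.42 and -0.86. With the block, those of *NKD2*, *EFEMP1*, *ITGA11*, *SMOC1* and *LOX* were 2.05, -1.05, 1.88, -1.40 and -0.85. *SMOC1* and *LOX* overlap *RPL7AP6* and *SRFBP1* on the other strand. Between 30 and 1 µg/cm2, *EGR1* (ENSG00000120738.7, chromosome 5 from 138465490 to 138469315) was among the 5 largest rises, at 24.1 ± 0.882 CPM at 1 µg/cm2 and 805 ± 498 CPM at 30 µg/cm2 (SD, n = 3), a log2 difference of 5.06 (SE 0.462, adjusted p = 5.11e-05 from the same edgeR test) and of 4.84 with the block. Among the 5 largest falls, *UPK3B* was at least 3.08-fold lower and *MAB21L4* at least 3.15-fold lower at 30 µg/cm2, where their libraries held no more than 3 counts each.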

The number of genes altered after exposure to a low-concentration of PM_2.5_ was considerably less compared to the number of differentially expressed genes after treatment with higher concentrations of PM_2.5_. In fact, of the 1310 genes that were differentially expressed after exposure to 30 µg/cm^2^ of PM_2.5_, only 154 (12%) showed differential expression (based on log fold-change ≥ 0.6) after low-concentration PM_2.5_. 

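Of the 1302 tested genes of Supplementary Table S1, 151 (11.6%) had an absolute log2 fold-change of at least 0.6 at 1 µg/cm2 of PM_2.5_, as did 1446 of all tested genes (8.2%). This count rests on the size of the change alone. Among the 151 genes, 9 passed the edgeR quasi-likelihood test at 1 µg/cm2, 21 had an adjusted p-value under 0.05 in the likelihood ratio test, and 39 passed both thresholds of the quasi-likelihood test with the replicate block. The change at 1 µg/cm2 was smaller than at 30 µg/cm2 in 144 of them, in the same direction in 138 and in the opposite direction in 13. The genes of Supplementary Table S1 were chosen for a large change at 30 µg/cm2, which favours a smaller change at 1 µg/cm2. Counted in the same way, alternatives for normalization, filtering and the fit gave from 138 to 153 genes, and leaving out one library at a time gave from 159 to 219. Without the libraries of experiment 2, a setting chosen after seeing the data, it was 201, and 190 for the genes called at 30 µg/cm2 here in place of Supplementary Table S1. The supplementary list of low-concentration genes, Supplementary Table S3, holds 148 of the 151.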

Treatment with lower concentrations of PM_2.5_ often resulted in gene expression changes that were in the same direction as higher concentrations, but with a lower magnitude of effect (Supplementary Table S3). However, some genes such as *TIE1*, *IL1RL1*, *DUSP5*, *CXCL8*, *ADTRP*, *LEF1*, *GPR3*, *FOS*, *PTX3*, *SERPINE1*, *FOSL1*, *AQP3*, *PADI2*, and *BMF* exhibited opposing directions of expression after either low or high concentrations of PM_2.5_. 

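Of the same 1302 genes, 918 (70.5%) changed in the same direction at 1 and 30 µg/cm2 of PM_2.5_, including 412 of the 606 that rose at 30 µg/cm2 and 506 of the 696 that fell. The median absolute log2 fold-change was 0.166 at 1 µg/cm2 and 1.06 at 30 µg/cm2, and 911 of the 918 changed less at 1 µg/cm2. The paper chose these genes for a large change at 30 µg/cm2 in the same libraries. That choice favours a smaller change at 1 µg/cm2, so the sizes are no independent test of it. Taken within one experiment at a time, the share with the same direction was 60.1% in experiment 1, 73.8% in experiment 2 and 57.8% in experiment 3, which pairs each treated library with its own control. Both comparisons use the same 3 controls, which favours a shared direction. When one control served for 1 µg/cm2 and the others for 30 µg/cm2, the share was 57.5%, 72.8% and 56.8% for controls 1, 2 and 3. Of these genes, 932 also differed between the concentrations when compared directly at both thresholds.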

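Values are given for 13 of these genes, of which 12 were tested. All 12 were called at 30 µg/cm2 of PM_2.5_, 9 of them higher and 3 lower. At 1 µg/cm2 all 12 had the opposite sign, but 0 of them passed the edgeR quasi-likelihood test over all genes, and 6 had an adjusted p-value under 0.05 when p-values were adjusted over the 12 alone. The paper chose the list from these data, so the last count shows no stability. At 1 µg/cm2 1 passed with the replicate block, and in 8 of the 12 genes all 3 same-experiment pairs changed in the direction of the mean. The difference between 30 and 1 µg/cm2 passed both thresholds for all 12 genes. *CXCL8* (ENSG00000169429.10, chromosome 4 from 73740506 to 73743716) was at 5.49 ± 3.19 CPM in the vehicle controls, 2.58 ± 0.614 CPM at 1 µg/cm2 and 24.2 ± 1.95 CPM at 30 µg/cm2 (SD, n = 3). Its log2 fold-change at 1 µg/cm2 was -1.09 (SE 0.391, adjusted p = 1.0 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with 6 of 9 pairs lower, and its log2 difference between 30 and 1 µg/cm2 was 3.22 (SE 0.406, adjusted p = 0.000368 from the same edgeR test). *BMF* (ENSG00000104081.13, chromosome 15 from 40087890 to 40108892), the gene with the largest rise at 1 µg/cm2 among them, was at 21.1 ± 21.6, 58.4 ± 32.6 and 3.83 ± 3.63 CPM (SD, n = 3) in the same order, and its log2 fold-changes were 1.47 at 1 µg/cm2 (SE 0.656) and -2.44 at 30 µg/cm2 (SE 0.7). With the block, the log2 fold-changes at 1 µg/cm2 were -1.04 for *CXCL8* and 1.81 for *BMF*. The SD of the controls exceeded the change of the mean at 1 µg/cm2 for *CXCL8*, *PTX3*, *LEF1*, *FOSL1* and *AQP3*, and 10 of the 12 genes were lower in the control of experiment 2 than in the other controls. The log2 fold-changes at 1 µg/cm2 were -1.54 for *IL1RL1*, -1.37 for *DUSP5*, -0.96 for *ADTRP*, -0.92 for *LEF1*, -0.90 for *GPR3* and -0.87 for *FOS*. They were -0.80 for *PTX3*, -0.73 for *FOSL1*, 0.63 for *AQP3* and 0.70 for *PADI2*. *IL1RL1* overlaps *IL18R1* on the same strand, and *PTX3* overlaps *VEPH1* on the other. *TIE1* was not tested because too few libraries reached the minimum that edgeR's filter on low counts sets per library. Of its 78 counts over all libraries of the study, 31, 7 and 28 were in experiments 1, 2 and 3 at 30 µg/cm2. The controls held 6, 0 and 1, and each library at 1 µg/cm2 held 0.

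**Figure D1:**
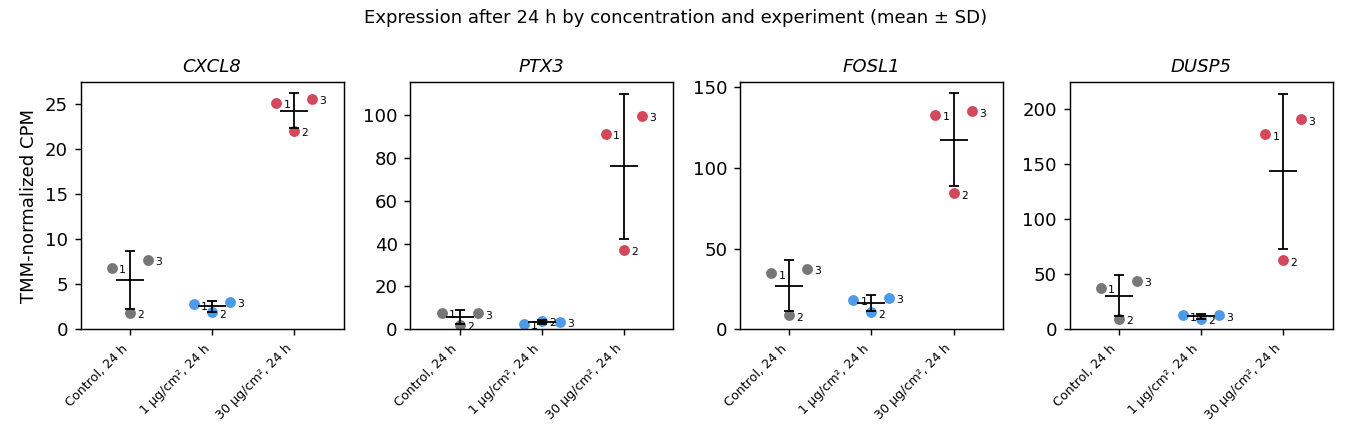
Expression of *CXCL8*, *PTX3*, *FOSL1* and *DUSP5* (vertical axes, TMM-normalized CPM) after 24 h in the vehicle control, at 1 µg/cm2 and at 30 µg/cm2 of PM_2.5_ (horizontal axes), with each point a library numbered by experiment and bars the mean and SD of 3 libraries. The control of experiment 2 lies below the controls of experiments 1 and 3 in all 4 genes.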

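In the likelihood ratio test of edgeR, 35 genes had a Benjamini-Hochberg adjusted p-value under 0.05 at 1 µg/cm2 of PM_2.5_, 22 of them higher and 13 lower, and 555 genes had an unadjusted p-value under 0.05. This test gave 256 genes with the replicate block, including the 35. Of the 35 genes, 23 were called at 30 µg/cm2 and 20 had a larger change at 1 than at 30 µg/cm2. The list was chosen for its change at 1 µg/cm2, which favours a larger change there. Among the 12 not called at 30 µg/cm2, 7 differed between the concentrations in the direct comparison. In a fit of the control and 1 µg/cm2 libraries alone, 20 genes passed. The likelihood ratio test was also run on simulated counts with the same spread for all libraries. There, 200 genes were changed by 1.5 on the log2 scale in the 3 libraries at 30 µg/cm2, against the 3 controls. The test recovered 91.5% of the changed genes and called 13 others. Genes of like expression shared the same spread there, and no experiment was shifted. The simulation therefore cannot show how many of the 35 calls at 1 µg/cm2 are false.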

Using a less stringent statistical model based on likelihood ratios (which has traditionally been used in many transcriptomic studies) rather than F-tests, we identified 40 genes (using the same false discovery rate < 0.05) that were differentially expressed to a statistically significant degree after low-concentration exposure to PM_2.5_ (Table 3). Certain genes such as *FYB*, *RCAN2*, *WNT9A*, and *CTGF* were affected by low-concentration but not high concentration of PM_2.5_, suggesting that expression of several genes may be uniquely sensitive to these lower concentrations.

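*RCAN2* (ENSG00000172348.14, chromosome 6 from 46220736 to 46491972) was at 0.223 ± 0.0673 CPM in the vehicle controls, 1.16 ± 0.268 CPM at 1 µg/cm2 and 0.119 ± 0.137 CPM at 30 µg/cm2 of PM_2.5_ (SD, n = 3). Its log2 fold-change at 1 µg/cm2 was 2.37 (SE 0.581, adjusted p = 0.508 from the edgeR quasi-likelihood test and 0.0094 from the edgeR likelihood ratio test, both with Benjamini-Hochberg adjustment). *WNT9A* (ENSG00000143816.7, chromosome 1 from 227918656 to 227947898) was at 8.07 ± 1.15, 15.1 ± 2.46 and 6.95 ± 1.00 CPM (SD, n = 3) in the same order, with a log2 fold-change at 1 µg/cm2 of 0.91 (SE 0.183, adjusted p = 0.19 and 0.0102 from the same edgeR tests). For *CCN2*, the current symbol of *CTGF* (ENSG00000118523.5, chromosome 6 from 131948176 to 131951373), the controls of experiments 1, 2 and 3 were at 311, 31.2 and 346 CPM, the means were 42.2 ± 16.5 CPM at 1 µg/cm2 and 98.5 ± 14.3 CPM at 30 µg/cm2 (SD, n = 3), and the log2 fold-change at 1 µg/cm2 was -2.44 (SE 0.59, adjusted p = 0.458 and 0.0197 from the same edgeR tests), with 7 of 9 pairs lower. *FYB1*, the current symbol of *FYB* (ENSG00000082074.15, chromosome 5 from 39105236 to 39274528), had no more than 3 counts in each control, so its rise at 1 µg/cm2 is given as at least 3.05-fold higher (adjusted p = 0.993 and 0.056 from the same edgeR tests). *FYB1* passed the likelihood ratio test when the replicate block was used. With the replicate block, the log2 fold-changes at 1 µg/cm2 were 2.36 for *RCAN2*, 0.90 for *WNT9A* and -2.18 for *CCN2*, and *RCAN2* and *WNT9A* passed the quasi-likelihood test over all genes (adjusted p = 0.0285 and 0.0295 from the same edgeR quasi-likelihood test). Without the block, over all genes 0 of the 4 passed the quasi-likelihood test at 1 µg/cm2, and 4 passed when p-values were adjusted over the 4 alone, a list that the paper drew from its own calls. None of the 4 was called at 30 µg/cm2, and the largest change there was in *FYB1*, whose libraries were near the floor. *CCN2* was called there without a filter, without the control of experiment 2 and, in a setting chosen after seeing the data, without the libraries of experiment 2, but not with the replicate block. Compared directly between 30 and 1 µg/cm2, *RCAN2* and *WNT9A* differed, with log2 differences of -3.18 (SE 0.629, adjusted p = 0.00618 from the same edgeR quasi-likelihood test) and -1.12 (SE 0.185, adjusted p = 0.00203 from the same edgeR quasi-likelihood test). *CCN2* fell at both concentrations, and its difference of 1.22 (SE 0.569, adjusted p = 0.205 from the same edgeR quasi-likelihood test) did not pass, nor did that of *FYB1*. With the block the differences were -3.23, -1.13 and 1.38 for *RCAN2*, *WNT9A* and *CCN2*, and that of *CCN2* passed. From genes called at the lower concentration and not at the higher one, the paper proposes that the expression of several genes may be uniquely sensitive to low concentrations.

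**Figure D2:**
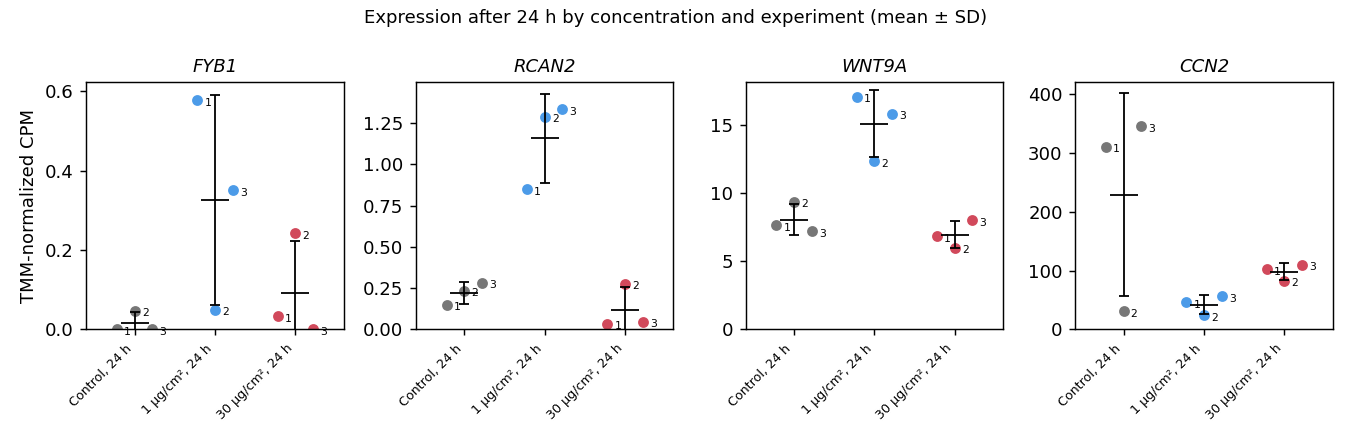
Expression of *FYB1*, *RCAN2*, *WNT9A* and *CCN2* (vertical axes, TMM-normalized CPM) after 24 h in the vehicle control, at 1 µg/cm2 and at 30 µg/cm2 of PM_2.5_ (horizontal axes), with each point a library numbered by experiment and bars the mean and SD of 3 libraries. *CCN2* is lower in the control of experiment 2 than in the other controls.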

**Table 3:** differentially expressed genes in cells treated with PM2.5 vs. Control, 24 h

		Effect of low-dose (1 µg/cm^2^) PM_2.5_			Effect of high dose (30 µg/cm^2^) PM_2.5_	
Gene symbol	Entrez ID	log fold-change	Adjusted *P*-value	Likelihood ratio	log fold-change	Adjusted *P*-value
CYP1A1	1543	6.88	2.10E−24	122.99	4.34	2.89E−04
FYB	2533	4.35	3.65E−02	15.66		NS
C2orf54	79919	2.49	3.46E−02	15.83		NS
AHRR	57491	2.43	3.46E−23	116.05	1.52	3.18E−04
RCAN2	10231	2.38	4.14E−03	20.85		NS
NPTX1	4884	2.27	4.49E−02	14.88	3.14	3.62E−03
CYP1B1	1545	2.06	3.48E−23	115.24	1.90	3.06E−05
NKD2	85409	2.05	6.50E−05	29.99	1.67	5.28E−03
ITGA11	22801	1.90	6.89E−06	34.55	1.90	1.15E−03
IL24	11009	1.75	5.18E−03	20.31	4.36	1.86E−05
NMRAL2P	344887	1.62	4.49E−02	14.84	5.23	7.95E−06
TMEM229B	161145	1.49	6.87E−03	19.58		NS
RUNX2	860	1.46	1.04E−02	18.71	1.39	1.44E−02
LINC00886	730091	1.44	1.76E−06	37.70		NS
SLC7A5	8140	1.35	3.11E−16	82.97	1.13	1.56E−04
ARTN	9048	1.35	2.11E−04	27.20		NS
TIPARP	25976	1.34	1.91E−02	17.46	1.44	9.37E−03
VIPR1	7433	1.22	4.49E−02	15.00		NS
CADM1	23705	1.22	2.41E−02	16.58		NS
TRIM16L	147166	1.16	1.20E−04	28.62	2.44	1.69E−05
LINC00511	400619	1.16	2.61E−03	21.84		NS
RP11-66B24.7	NA	0.98	4.16E−06	35.77		NS
NQO1	1728	0.92	2.99E−04	26.38	1.95	1.93E−05
WNT9A	7483	0.92	6.87E−03	19.59		NS
SLC45A4	57210	0.75	4.49E−02	14.84		NS
CLMP	79827	0.69	1.99E−02	17.30	0.71	6.34E−03
TSC22D1	8848	−0.58	2.02E−02	17.15		NS
SEMA3A	10371	−0.64	3.79E−02	15.53	−1.66	1.69E−05
RP3-331H24.7	NA	−0.75	3.81E−02	15.41		NS
PDE4D	5144	−0.78	4.49E−02	14.94	−0.69	2.58E−02
DUSP1	1843	−0.78	3.81E−02	15.41	−1.06	2.39E−03
PEG10	23089	−0.81	4.53E−02	14.77	−3.06	7.69E−06
LOX	4015	−0.85	1.21E−04	28.43	−1.81	1.05E−05
IFI44	10561	−0.94	1.44E−03	23.22	−1.68	7.96E−05
EFEMP1	2202	−1.05	6.25E−07	40.03	−2.21	7.69E−06
PCDH18	54510	−1.09	1.92E−03	22.54	−2.33	3.58E−05
SMOC1	64093	−1.40	4.21E−07	41.15	−1.71	1.91E−04
SLITRK6	84189	−1.88	2.16E−02	16.92	−2.59	3.39E−03
CTGF	1490	−2.43	2.19E−02	16.82		NS
RGS4	5999	−3.79	2.02E−02	17.12	−2.61	4.03E−02

NS = not significant.

### Transcriptomic Changes in BEAS-2B Cells after Repeated Exposures for Seven Days

Experimental models that simulate chronic daily exposure have increasing relevance to humans who are exposed to low levels of pollution on an everyday basis. We have observed that expression of some genes is not altered when cells are exposed to a single dose of PM_2.5_, but increased when exposure is repeated daily (20). 

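For repeated exposure, RNA was sequenced from 3 experiments in which cells received either medium alone or 1 µg/cm2 of PM_2.5_ each day. The methods and the legend of Fig. 3 give 6 daily exposures with collection on day 7, and the sample labels give 7. Between 25275152 and 31616081 reads were counted on genes per library, with a median of 29243177 in the controls and 29583747 after PM_2.5_. At this depth, 3 counts equal 0.0949 to 0.119 CPM. The counts of these 6 libraries were made, normalized and fitted together with those of the 24-h libraries, so that one estimate of the spread served all 15. The biological coefficient of variation was 0.0854 in the 6 libraries of this protocol and 0.287 in the 9 libraries of the 24-h protocol, and 0.225 over all 15. The experiments of both protocols are different ones, and their numbers were therefore blocked separately. In the principal components, the first separated the protocols and the second separated experiment 2 of the 24-h protocol from its other experiments.

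**Figure D3:**
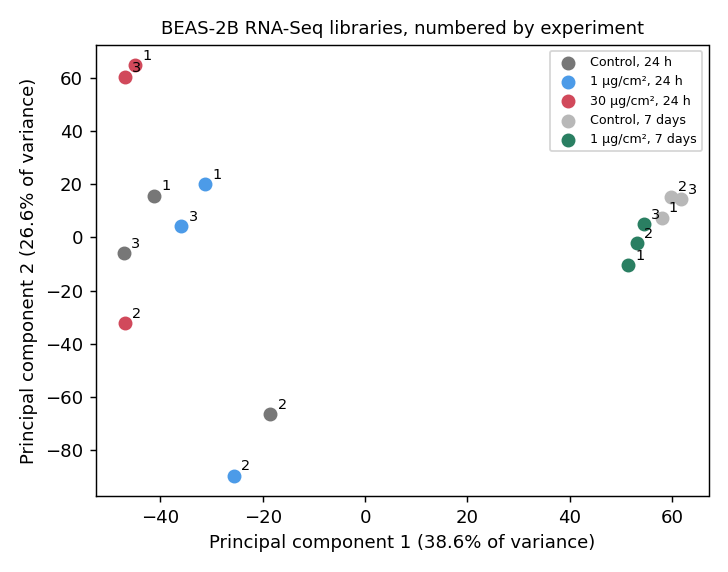
Scores of the 15 libraries on the first principal component of log2 CPM (horizontal axis, 38.6% of the variance) and the second (vertical axis, 26.6%), colored by condition and numbered by experiment. Libraries of the repeated protocol score above 51 and those at 24 h below -18 on the first component, and the libraries of 24-h experiment 2 score below -32 on the second.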

To examine the potential for transcriptomic changes that occur with this model, cells were treated every day with a low-concentration of PM_2.5_ (1 µg/cm^2^) for one week. To prevent the accumulation of additive doses, cells were washed each day between treatments. 

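After daily exposure to 1 µg/cm2 of PM_2.5_, 40 genes passed both thresholds in the edgeR quasi-likelihood test against the controls of the same day, 18 of them higher and 22 lower. All 9 pairs of libraries changed the same way in all 40, which 42.9% of tested genes also did. Deviations of same-experiment libraries correlated at 0.154 and those of different experiments at -0.077, and with the replicate block 773 genes passed, including the 40. The highest count among the alternatives came from a fit with the block and these 6 libraries alone, at 1181 genes, and a fit of the 6 libraries without the block gave 1029 genes, including the 40. Leaving out one of the 6 libraries in the fit of all libraries gave 0 to 11 genes. It gave 0 without control 1 or control 3, with 1555 and 1280 genes at an unadjusted p-value under 0.05. With upper-quartile normalization, 19 genes were higher and 13 lower, so that 59.4% of calls were rises, against 45.0% with TMM. The share of rises was 36.5% with the block. After *CYP1A1*, the largest rises were in *TXNIP*, *ARRDC4*, the unnamed gene ENSG00000271781 and *HOXB9*, and the largest falls in *ADM*, *GPNMB*, *H2BC21*, *TNS1* and *DUSP10*. *TXNIP* (ENSG00000265972.5, chromosome 1 from 145992435 to 145996600) rose from 21.5 ± 6.51 to 196 ± 138 CPM (SD, n = 3), a log2 fold-change of 3.19 (SE 0.389, adjusted p = 0.00675 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *ADM* (ENSG00000148926.9, chromosome 11 from 10304680 to 10307397) fell from 36.5 ± 5.73 to 9.26 ± 0.32 CPM (SD, n = 3), a log2 fold-change of -1.98 (SE 0.228, adjusted p = 0.00675 from the same edgeR test). The log2 fold-changes of *ARRDC4*, ENSG00000271781 and *HOXB9* were 2.11, 1.95 and 1.75, and those of *GPNMB*, *H2BC21* and *DUSP10* were -1.83, -1.42 and -1.25. With the block, the log2 fold-changes were 2.98 for *TXNIP*, 1.99 for *ARRDC4*, 1.95 for ENSG00000271781 and 1.73 for *HOXB9*. They were -1.97 for *ADM*, -1.82 for *GPNMB*, -1.40 for *H2BC21* and -1.25 for *DUSP10*. The treated library of experiment 3 lay apart from the other treated libraries, with a chi-square per degree of freedom of 25.6 and 19.9 against experiments 1 and 2 and of 4.71 between those. ENSG00000271781 overlaps *TPPP* on the other strand and *HOXB9* overlaps *HOXB7* on the same strand.

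**Figure D4:**
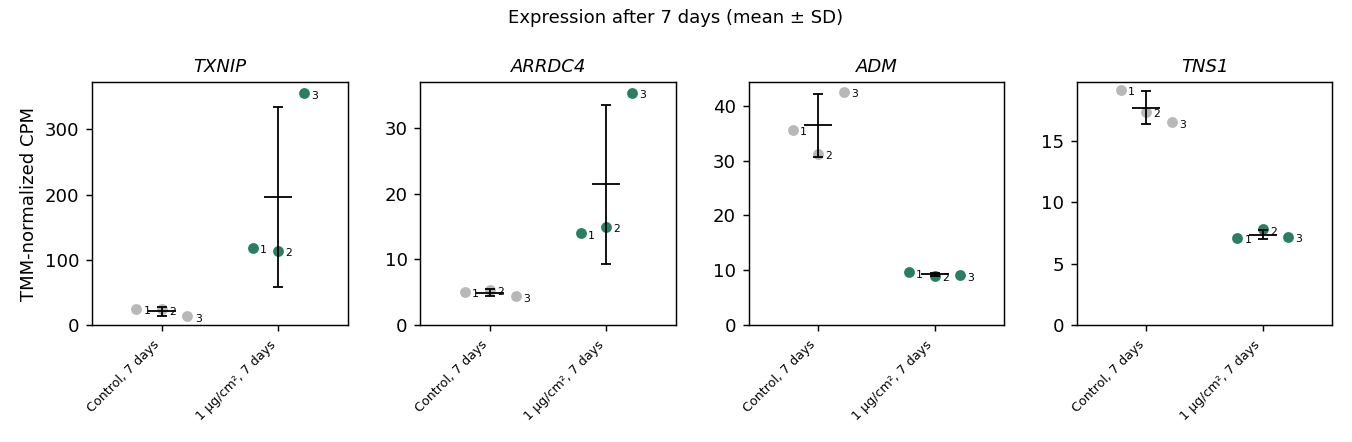
Expression of *TXNIP*, *ARRDC4*, *ADM* and *TNS1* (vertical axes, TMM-normalized CPM) in control cells and cells treated daily with 1 µg/cm2 of PM_2.5_ (horizontal axes), with each point a library numbered by experiment and bars the mean and SD of 3 libraries. *TXNIP* and *ARRDC4* are highest in the treated library of experiment 3.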

We identified 40 genes (16 upregulated and 24 downregulated) that were differentially expressed in cells treated with chronic daily exposure to PM_2.5_ compared to control (Fig. 3A and Table 4). Analysis of gene ontology identified biological processes such as blood vessel development, cell migration, and response to external stimulus to be enriched in this group. 

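The genes drawn in Fig. 3B were taken as the members of each group. All 10 genes of cell migration, all 8 of blood vessel development and all 13 of response to external stimulus were called after daily exposure. In cell migration 3 were higher and 7 lower, in blood vessel development 2 higher and 6 lower, and in response to external stimulus 3 higher and 10 lower. At 30 µg/cm2 of PM_2.5_ for 24 h, 8, 6 and 5 of them had an adjusted p-value under 0.05 over all genes in the edgeR quasi-likelihood test. Over each list alone, 8, 7 and 5 passed there. After daily exposure all genes of each group passed over their list alone as well, and with the replicate block, whose calls include the 40. These are genes that the paper called on these data, and enrichment was not tested here.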

The relative expression of genes within each gene ontology group is shown in Fig. 3B. Interestingly, of these genes affected by chronic daily exposure, only 4 genes, *CYP1A1*, *CYP1B1*, *AHRR*, and *LINC00886*, were also shown to be affected after a single 24-h exposure with the same concentration of PM_2.5_ (1 µg/cm^2^). 

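In the counts analysed here, 5 genes were called both after daily exposure in the quasi-likelihood test and after a single exposure to 1 µg/cm2 of PM_2.5_ in the likelihood ratio test, namely *AHRR*, *CYP1A1*, *CYP1B1*, *LINC00886* and *GCAWKR*. The last was named after its values were seen. Applying the replicate block in both tests gave 41 shared genes. *CYP1A1* was at 131 ± 36.6 CPM after a single exposure to 1 µg/cm2, a log2 fold-change of 6.85 (SE 0.592), and at 31.6 ± 0.975 CPM after daily exposure, a log2 fold-change of 3.85 (SE 0.516) against 2.20 ± 1.09 CPM in the controls of that day (SD, n = 3). The log2 fold-changes of *CYP1B1* were 2.05 (SE 0.176) after a single and 1.46 (SE 0.173) after daily exposure, and those of *AHRR* were 2.42 (SE 0.202) and 1.38 (SE 0.194). *LINC00886* (ENSG00000240875.5, chromosome 3 from 156747346 to 156817062) rose from 2.38 ± 0.382 to 6.41 ± 1.29 CPM after a single exposure (SD, n = 3), a log2 fold-change of 1.43 (SE 0.214, adjusted p = 0.0253 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With the block, the log2 fold-changes after a single and after daily exposure were 6.85 and 3.90 for *CYP1A1*, 2.04 and 1.46 for *CYP1B1*, 2.42 and 1.40 for *AHRR* and 1.42 after a single exposure for *LINC00886*. Of the 40 genes called after daily exposure, 29 changed in the same direction after a single exposure to 1 µg/cm2, and 5 had an absolute log2 fold-change of at least 0.6 there.

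**Figure D5:**
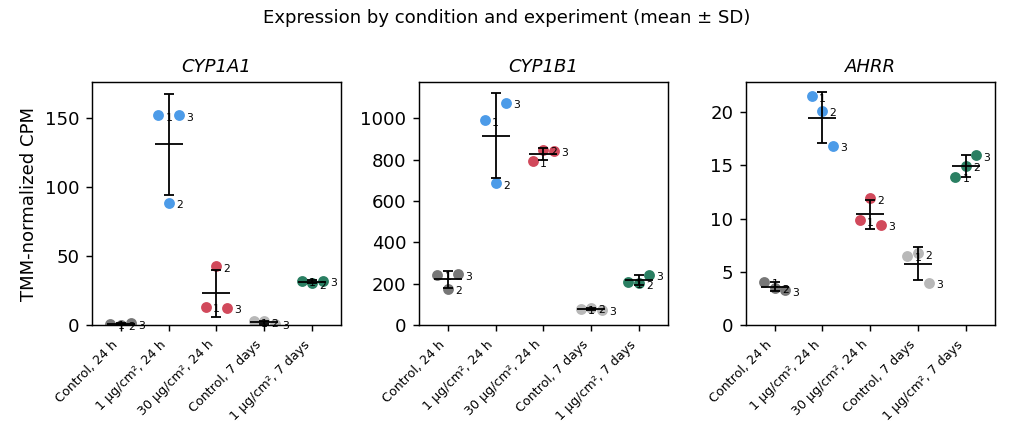
Expression of *CYP1A1*, *CYP1B1* and *AHRR* (vertical axes, TMM-normalized CPM) in the 5 conditions (horizontal axes), with each point a library numbered by experiment and bars the mean and SD of 3 libraries. Every treated library is above every control library of its protocol in all 3 genes.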

The lack of many more genes in common between single (Table 3) and repeated (Table 4) treatments with low-concentrations of PM_2.5_ emphasize the importance of considering duration of treatment on gene expression. Because there were more genes that were affected by a single 24-h exposure using higher concentrations (30 µg/cm^2^) of PM_2.5_, we also compared the genes that were differentially expressed after a single exposure with high concentration of PM_2.5_ with those that were differentially expressed after repeated, low-concentration of PM_2.5_ treatment. 

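Of the 40 genes called here after daily exposure to 1 µg/cm2 of PM_2.5_, 15 (37.5%) were also called after 24 h with 30 µg/cm2, and 14 of the 15 changed in the same direction. These were *AHRR*, *AMOT*, *ARHGAP24*, *ATP1B1*, *COL4A4*, *COL5A1*, *CYP1A1*, *CYP1B1*, *DPH5-DT*, *GLUL*, *HOXB9*, *KRT5*, *NR1D1*, *TNFRSF12A* and *TNS1*, of which *DPH5-DT* was named after its values were seen. The fits with the replicate block shared 247 genes. The share depends on how many genes pass after daily exposure. Of the 1029 genes called in the fit of the repeated protocol alone, 182 (17.7%) were called at 30 µg/cm2 and 629 (61.1%) changed in the same direction there. Of the 25 genes not called at 30 µg/cm2, 14 changed in the same direction at 30 µg/cm2.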

Only 16 of the 40 (40%) genes that were differentially expressed after chronic, repeated exposure to low-concentrations of PM_2.5_ were also affected when cells were treated with a single, 24-h exposure of high-concentration PM_2.5_ (Table 4). These data highlight the differing responses of bronchial epithelial cells when exposed to either single or repeated doses of PM_2.5_.

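The differences between the responses were tested directly in the same edgeR quasi-likelihood model. Between daily and single exposure to 1 µg/cm2 of PM_2.5_, 0 genes passed both thresholds, 1245 had an unadjusted p-value under 0.05, and 181 passed with the replicate block. Among the 40 genes called after daily exposure, 38 had an unadjusted p-value under 0.05 for this difference, a list chosen for its change after daily exposure. Between daily exposure to 1 µg/cm2 and a single exposure to 30 µg/cm2, 320 genes passed, 148 of them with the higher value after daily exposure and 172 with the lower, and 2572 passed with the block. Of the 320 genes, 269 were called at 30 µg/cm2. Among the 40 genes, 12 responded differently from 30 µg/cm2, 10 of which were among the 25 not called there. Daily and single exposures were made in separate experiments with controls of their own, so the time in culture and the experiment differ along with the number of doses. From the few genes shared by the lists, the paper concludes that single and repeated doses produce differing responses in bronchial epithelial cells.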

**Figure 3:**
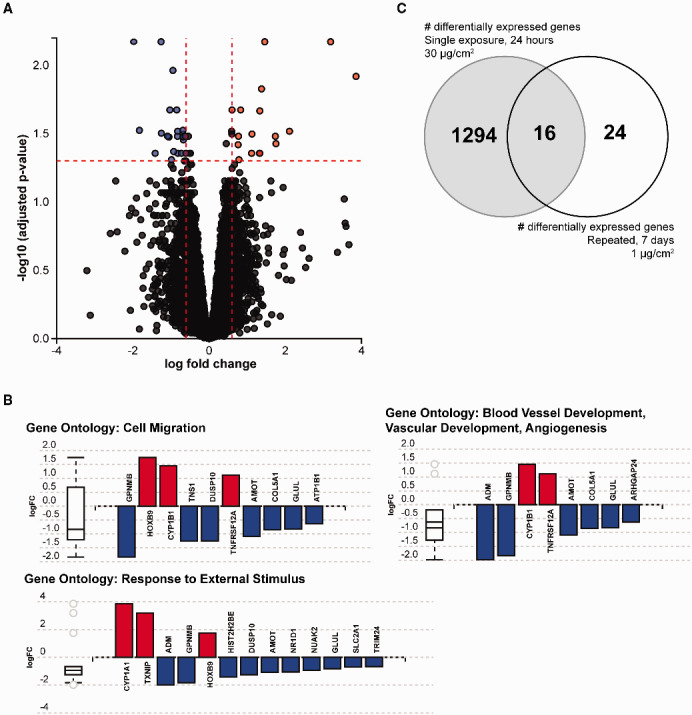
differential expression of genes after repeated, low-concentration exposure with PM_2.5_. BEAS-2B cells were treated with a fresh dose of 1 µg/cm^2^ of PM_2.5_ on a daily basis for six consecutive days. Cells were washed each day between consecutive treatments. At day seven, cells were isolated for RNA analysis and gene expression changes by fold-change and adjusted *P*-value are shown in the volcano plot (**A**). (**B**) Enrichment analyses identified specific gene ontologies that were enriched among the differentially expressed genes after repeated low-concentration exposure. (**C**) Comparison of differentially expressed genes after a single 24-h exposure with 30 µg/cm^2^ of PM_2.5_ and differentially expressed genes after repeated exposure to low-concentration PM_2.5_ identified a number of overlapping and non-overlapping genes.

**Table 4:** differentially expressed genes in cells after treatment with PM_2.5_ (1 µg/cm^2^), repeated 7 days

		Effect of PM_2.5_ 1 µg/cm^2^, 7 days			Effect of PM_2.5_ 30 µg/cm^2^, 24 h	
Gene symbol	Entrez ID	Log fold-change	Adjusted *P*-value	F value	Log fold-change	Adjusted *P*-value
CYP1A1	1543	3.85	1.20E−02	54.60	4.34	2.89E−04
TXNIP	10628	3.19	6.72E−03	65.45		NS
ARRDC4	91947	2.11	3.04E−02	36.79		NS
HOXB9	3219	1.75	3.74E−02	30.27	2.98	1.57E−04
DLG1-AS1	100507086	1.74	3.30E−02	32.25		NS
CYP1B1	1545	1.46	6.72E−03	71.06	1.90	3.06E−05
AHRR	57491	1.38	1.49E−02	50.47	1.52	3.18E−04
LINC00886	730091	1.33	2.15E−02	41.12		NS
PRSS21	10942	1.33	4.40E−02	27.75	0.75	4.45E−02
KCNAB3	9196	1.32	4.40E−02	28.46		NS
LINC00680	106660612	1.13	3.18E−02	34.58		NS
TNFRSF12A	51330	1.12	4.40E−02	27.96	1.44	7.33E−04
RPS6KL1	83694	0.83	2.12E−02	41.85		NS
TMEM147-AS1	100506469	0.78	4.90E−02	26.76		NS
LINC00909	400657	0.77	3.30E−02	32.37		NS
FAM173B	134145	0.76	3.81E−02	29.96		NS
CSTF3	1479	0.60	2.12E−02	42.25		NS
PLEKHA2	59339	−0.61	4.40E−02	27.64	−0.86	3.91E−04
ARHGAP24	83478	−0.62	3.30E−02	33.62	−1.10	4.83E−05
ATP1B1	481	−0.64	3.30E−02	32.36	−0.65	2.12E−03
TRIM24	8805	−0.67	3.51E−02	31.00		NS
TBC1D2	55357	−0.68	3.34E−02	31.92		NS
SLC2A1	6513	−0.69	2.99E−02	37.56		NS
ALDH6A1	4329	−0.69	3.18E−02	34.49		NS
ENDOD1	23052	−0.72	4.40E−02	27.64		NS
COL4A4	1286	−0.82	4.40E−02	27.98	−1.46	8.73E−05
GLUL	2752	−0.82	3.04E−02	36.43	−0.82	1.68E−03
DIAPH2	1730	−0.83	3.30E−02	32.20		NS
COL5A1	1289	−0.85	2.12E−02	43.54	−0.96	3.91E−04
KRT5	3852	−0.93	4.27E−02	29.18	−2.46	7.95E−06
NUAK2	81788	−0.95	1.09E−02	56.70		NS
TP63	8626	−0.99	4.90E−02	27.10		NS
ARL4C	10123	−1.03	2.12E−02	42.85		NS
NR1D1	9572	−1.05	3.35E−02	31.76	0.67	3.57E−02
AMOT	154796	−1.09	3.30E−02	32.61	−1.05	3.36E−03
DUSP10	11221	−1.25	3.14E−02	35.57		NS
TNS1	7145	−1.26	6.72E−03	64.39	−1.79	3.01E−05
HIST2H2BE	8349	−1.41	4.40E−02	28.29		NS
GPNMB	10457	−1.83	2.99E−02	38.36		NS
ADM	133	−1.98	6.72E−03	72.64		NS

NS = Not significant.

### Single Exposure to PM_2.5_ Induce DNA Methylomic Changes in BEAS-2B Cells

Exposure to air pollution, and PM_2.5_ specifically, has been well-recognized to cause changes in DNA methylation as measured *in vivo* (26–28) and in *in vitro* models (38, 39). These DNA methylation changes are capable of altering the gene expression and phenotype of cells and organisms. We performed eRRBS to first examine the DNA methylomic changes in BEAS-2B cells after 24 h treatment with PM_2.5_. Overall coverage was similar between control and treated samples and among all replicates. An average of 5 million CpG sites was covered by eRRBS per sample. The distribution of coverage, annotated to CpG islands, shores, shelves, or intergenic regions is shown in Supplementary Fig. S2.

Cells treated with 30 µg/cm^2^ of PM_2.5_ demonstrated widespread changes in DNA methylation throughout the genome (Fig. 4). There were 73 648 differentially methylated CpGs (DMCs) and 12 810 differentially methylated CpG regions (DMRs) between treatment and control (Supplementary Table S4). Among the DMRs, there were slightly more regions that were hypomethylated than hypermethylated. Hypermethylated regions were found disproportionately more among CpG islands and shores, whereas hypomethylated changes were found in greater proportion among intergenic regions (Fig. 4A and B).

**Figure 4:**
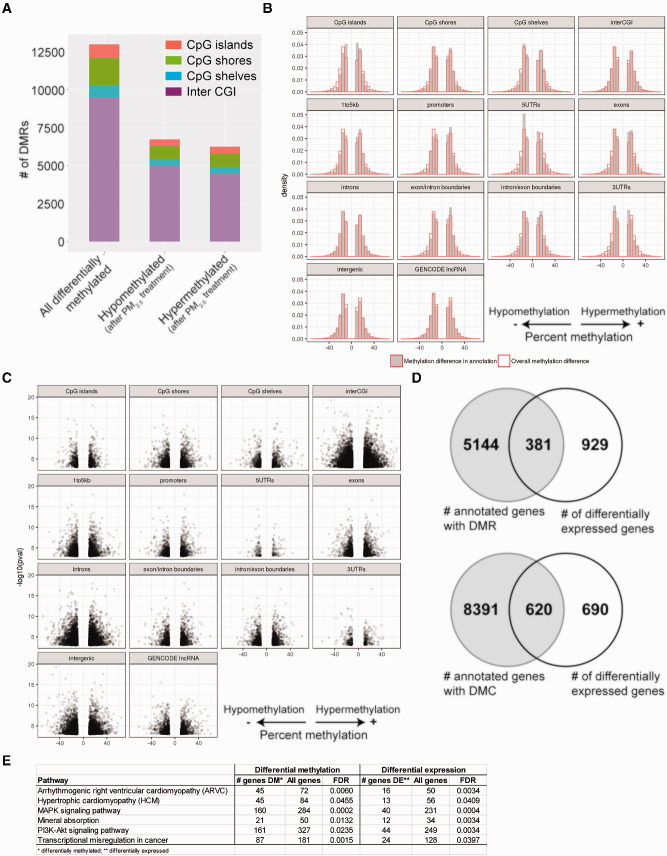
DNA methylation changes after 24-h treatment with 30 µg/cm^2^ of PM_2.5_. (**A**) Graphical representation of the number of differentially methylated regions (DMRs, defined by >10% difference in methylation and adjusted *P*-value < 0.05), broken down by location (CpG islands vs. shores vs. shelves) and relative methylation change (hyper- vs. hypo-) after PM_2.5_ treatment. (**B**) Density of differentially methylated regions mapped by gene annotation relative to overall difference in methylation observed. (**C**) Volcano plot of differentially methylated regions with degree and direction of DNA methylation change plotted against adjusted *P*-value. (**D**) Venn diagram of genes with differentially methylated regions (DMRs) or at least one differentially methylated CpG locus (DMCs) compared to genes that were differentially expressed. (**E**) Pathway analysis of genes that were both differentially expressed and differentially methylated after single-dose PM_2.5_ exposure identified specific statistically enriched pathways common to both groups.

A breakdown of methylation changes relative to regions within genes is shown in Fig. 4B. Although PM_2.5_ caused a slight increase in overall hypomethylation across the genome, a higher proportion of hypermethylation was found in the 1–5 kb upstream regions, promoters, and exon/intron boundaries. Conversely, a greater proportion of hypomethylation was found in 5′-untranslated regions. Volcano plots of differentially methylated regions and their annotations to gene region are shown in Fig. 4C. Pathway analysis among the genes that were differentially methylated identified a variety of different enriched pathways (Supplementary Table S5). Some of these were the same pathways as that observed among differentially expressed genes, such as MAPK Signaling Pathway, Pathways in Cancer, and Arrhythmogenic Right Ventricular Cardiomyopathy. However, there were many other additional pathways that were enriched among the differentially methylated dataset.

We next correlated changes in DNA methylation with gene transcription. When all of DMCs were taken into account, there were 9011 genes that had least one differentially methylated CpG locus. Likewise, the 12 810 DMRs annotated to 5525 gene IDs. Of the 1310 differentially expressed genes, 381 were found to have DMRs and nearly half (620/1310) were found to have at least one differentially methylated cytosine (DMC) (Fig. 4D). 

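For the 381 genes that the paper lists in Supplementary Table S6, expression was taken from the counts at 24 h with 30 µg/cm2 of PM_2.5_. Of the 379 genes tested, 367 were called (378 with the replicate block), 177 were higher and 202 lower. The paper had called all of them on these data, so the count of called genes shows no stability. The share that fell was 53.3%, against 53.5% of the other 923 genes of Supplementary Table S1, and the median absolute log2 fold-change was 1.07 against 1.05. The genes of Supplementary Table S6 are longer, with a median span of 58.1 kb against 27.7 kb. The table gives 620 DMRs with a direction for the tested genes. Expression and the paper's methylation change had opposite signs for 304 of these DMRs (49.0%), with 145 of 332 hypomethylated DMRs at genes that rose and 159 of 288 hypermethylated DMRs at genes that fell. The methylation data were not analysed here.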

Supplementary Table S6 lists those genes with differential expression and at least one differentially methylated region (DMR). Among the genes with both differential expression and differential methylation, pathway analysis identified enrichment in the specific pathways Hypertrophic Cardiomyopathy, MAPK Signaling Pathway, PI3K–Akt Signaling Pathway, and Transcriptional Misregulation in Cancer (Fig. 4E).

DNA methylomic analysis was also performed on BEAS-2B cells treated with a low-concentration of PM_2.5_ (1 µg/cm^2^) for 24 h. Although the number of genes that were differentially expressed after exposure to PM_2.5_ was less in the low-concentration treatment group compared to the high-concentration group, many of the genes that were differentially expressed also demonstrated differential methylation (Table 5).

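The expression of the 8 genes that Table 5 lists at 24 h was taken from the counts at 1 µg/cm2 of PM_2.5_ and tested with the edgeR likelihood ratio test. *SMOC1* fell (adjusted p = 3.87e-07 from the edgeR likelihood ratio test with Benjamini-Hochberg adjustment), as did *PDE4D*, with a log2 fold-change of -0.79 (adjusted p = 0.0446 from the same edgeR test). *AHRR* rose (adjusted p = 2.24e-22 from the same edgeR test). Rises were also found for *CADM1*, *TMEM229B* and *LINC00511*, with log2 fold-changes of 1.21, 1.50 and 1.15 (adjusted p = 0.0283, 0.00815 and 0.00487 from the same edgeR test). *WNT9A* is described above, and *MAB21L4* rose from 0.052 ± 0.0619 to 0.346 ± 0.143 CPM (SD, n = 3), with the mean of the controls under the floor. The likelihood ratio calls made with the replicate block include all 35 genes called without it. Table 5 gives 15 DMRs for these genes. The paper's methylation change and the expression change had opposite signs for 12 of them, with 9 of 11 hypomethylated DMRs at genes that rose and 3 of 4 hypermethylated DMRs at genes that fell. Several DMRs belong to one gene, so they are not independent, and the methylation data were not analysed here.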

**Table 5:** genes differentially expressed and methylated in cells after low-dose (1 µg/cm^2^) PM_2.5_ treatment

Gene symbol	Entrez ID	log fold-change	Adjusted *P*-value	Chromosome	DMR start	DMR end	Condition hypermethylated	Methylation in PM_2.5_ (%)	Methylation in control (%)	Methylation difference (%)	Adjusted *P*-value	Annotation type
After 24 h, single exposure												
PDE4D	5144	−0.78	4.49E−02	chr5	59658501	59658550	PM24hours1dose	61.33	30.23	31.10	1.37E−02	intron : 289214
PDE4D	5144	−0.78	4.49E−02	chr5	59681801	59681850	PM24hours1dose	85.57	72.28	13.29	1.12E−02	intron : 289214
PDE4D	5144	−0.78	4.49E−02	chr5	59736351	59736400	Control24hours	57.09	77.17	−20.08	4.79E−02	intron : 289214
WNT9A	7483	0.92	6.87E−03	chr1	227941851	227941900	Control24hours	87.30	100.00	−12.70	7.80E−03	intron : 86681
CADM1	23705	1.22	2.41E−02	chr11	115462251	115462300	Control24hours	86.96	99.18	−12.22	7.30E−03	intron : 548669
CADM1	23705	1.22	2.41E−02	chr11	115506251	115506300	Control24hours	45.63	75.95	−30.32	3.93E−02	1to5kb : 101713
CADM1	23705	1.22	2.41E−02	chr11	115509201	115509250	PM24hours1dose	48.53	35.06	13.47	4.89E−02	1to5kb : 101713
AHRR	57491	2.43	3.46E−23	chr5	315101	315150	Control24hours	78.48	98.26	−19.78	5.59E−03	intron : 262115
AHRR	57491	2.43	3.46E−23	chr5	434801	434850	Control24hours	61.70	72.25	−10.54	2.04E−02	exon : 309787
SMOC1	64093	−1.40	4.21E−07	chr14	69854551	69854600	PM24hours1dose	25.47	12.90	12.57	5.09E−03	intron : 634135
SMOC1	64093	−1.40	4.21E−07	chr14	69900401	69900450	Control24hours	76.51	90.32	−13.81	3.83E−02	intron : 634137
C2orf54	79919	2.49	3.46E−02	chr2	240891601	240891650	Control24hours	40.85	60.77	−19.93	1.38E−07	exon : 192406
TMEM229B	161145	1.49	6.87E−03	chr14	67453201	67453250	Control24hours	31.35	48.71	−17.36	4.48E−02	intron : 651452
LINC00511	400619	1.16	2.61E−03	chr17	72346501	72346550	Control24hours	78.03	92.77	−14.74	3.43E−04	lincRNA : 10882
LINC00511	400619	1.16	2.61E−03	chr17	72364501	72364550	Control24hours	86.12	97.01	−10.89	2.44E−02	lincRNA : 10882
After 7 days of repeated daily exposure												
TNS1	7145	−1.26	6.72E−03	chr2	217818651	217818700	Control7days	72.95	86.76	−13.82	4.77E−02	exon : 187264
TNS1	7145	−1.26	6.72E−03	chr2	217928301	217928350	PM7days	93.33	60.71	32.62	3.75E−02	intron : 158857
LINC00886	730091	1.33	2.15E−02	chr3	156764551	156764600	Control7days	77.35	89.50	−12.15	8.85E−03	lincRNA : 2738
AHRR	57491	1.38	1.49E−02	chr5	346651	346700	Control7days	79.62	90.54	−10.92	2.89E−02	intron : 262116
COL5A1	1289	−0.85	2.12E−02	chr9	134711101	134711150	PM7days	95.74	83.73	12.01	3.66E−03	intron : 442076
COL5A1	1289	−0.85	2.12E−02	chr9	134793651	134793700	Control7days	57.68	68.33	−10.66	4.53E−02	intron : 442104
COL5A1	1289	−0.85	2.12E−02	chr9	134842301	134842350	Control7days	55.37	67.23	−11.86	4.99E−02	exon : 524058

### DNA Methylomic Changes in Cells Exposed to Daily Repeated Exposures

Cells exposed to PM_2.5_ with repeated doses may develop different DNA methylation changes over time. We thus performed eRRBS on our seven-day exposure protocol. There were 18 641 DMCs and 3213 DMRs in cells that were treated daily for seven days with low-concentration PM_2.5_ compared to control. Similar to what we observed with single-dose short-term exposure conditions, treatment of epithelial cells with repeated doses of PM_2.5_ resulted in a greater number of hypomethylated than hypermethylated DMRs, and this difference was even more pronounced than compared to our short-term treatment protocol (Fig. 5A). Although repeated treatment with PM_2.5_ caused a greater degree of hypomethylation across the genome, a greater proportion of the hypermethylated regions were found in CpG islands and shores, with hypomethylated regions found more predominantly in intergenic regions (Fig. 5A–C). DNA hypermethylation was also found disproportionately more in promoters, exons, and exon/intron boundaries, whereas DNA hypomethylation was found more in 3′- and 5′-untranslated regions. This pattern was similar to what we had observed in our 24 h experimental protocols.

**Figure 5:**
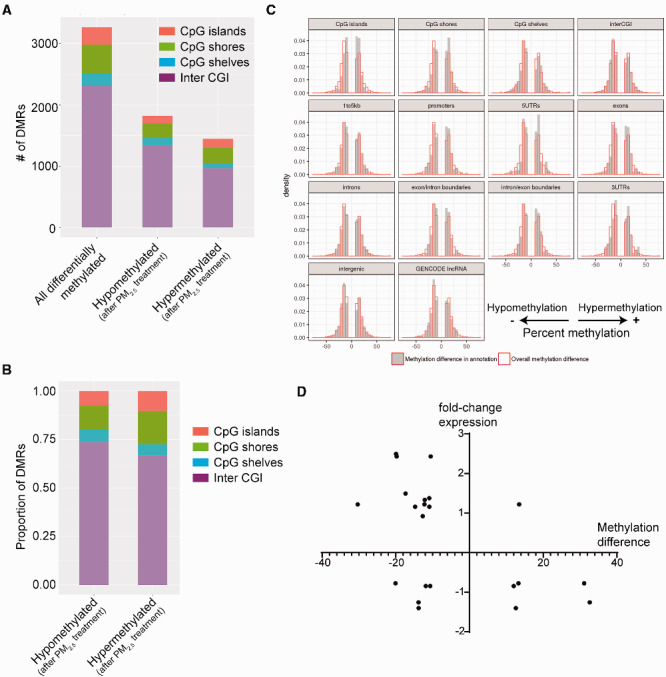
DNA methylation changes after repeated, daily exposure of BEAS-2B to 1 µg/cm^2^ of PM_2.5_. (**A**) Graphical representation of the number of DMRs (defined by >10% difference in methylation and adjusted *P*-value < 0.05), broken down by location (CpG islands vs. shores vs. shelves) and relative methylation change (hyper- vs. hypo-) after PM_2.5_ treatment. (**B**) Graphical representation of hyper- and hypomethylated DMRs broken down by location (CpG islands vs. shores vs. shelves) expressed as a proportion of total hyper- or hypomethylated DMRs. (**C**) Density of differentially methylated regions mapped by gene annotation relative to overall difference in methylation observed. (**D**) Comparison of the change in DNA methylation (based on average methylation difference in DMR) with the fold-change in gene expression of the differentially expressed genes identified in single 24-h low-concentration and repeated low-concentration PM_2.5_ exposure protocols.

Overall, the 3213 DMRs that resulted after chronic, repeated exposure to PM_2.5_ were annotated to 1844 genes. Nearly half of these genes were different from those that were differentially methylated after single exposure. The genes that were differentially methylated after chronic, repeated exposure to PM_2.5_ also not surprisingly demonstrated enrichment of pathways that were different from the pathways identified from differentially methylated genes after single PM_2.5_ exposure.

To determine whether changes in DNA methylation influences gene expression, we examined the DNA methylation levels of the 40 genes that were differentially expressed by PM_2.5_ after repeated exposure. 

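After daily exposure to 1 µg/cm2 of PM_2.5_, *TNS1* (ENSG00000079308.16, chromosome 2 from 217799789 to 218002995) fell from 17.7 ± 1.34 CPM in the controls to 7.38 ± 0.366 CPM (SD, n = 3), a log2 fold-change of -1.26 (SE 0.159, adjusted p = 0.00773 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and of -1.26 with the replicate block. *COL5A1* (ENSG00000130635.15, chromosome 9 from 134641774 to 134844843) fell from 71.8 ± 2.90 to 39.9 ± 1.71 CPM (SD, n = 3), a log2 fold-change of -0.85 (SE 0.128, adjusted p = 0.0255 from the same edgeR test) and of -0.85 with the block. *LINC00886* rose from 2.40 ± 0.228 to 6.03 ± 0.209 CPM (SD, n = 3), a log2 fold-change of 1.33 (SE 0.212, adjusted p = 0.0279 from the same edgeR test) and of 1.33 with the block. *AHRR* rose from 5.76 ± 1.54 to 14.9 ± 1.02 CPM (SD, n = 3, adjusted p = 0.0151 from the same edgeR test). In each of these genes, all 9 pairs of treated and control libraries changed the same way.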

Of the 40 genes, *AHRR*, *COL5A1*, *TNS1*, and *LINC00886* were identified as both differentially expressed and methylated (Table 5). We next correlated the degree and direction of DNA methylation changes with differential gene expression among cells treated with low-concentration of PM_2.5_, either for 24 h or repeatedly for seven days. 

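For daily exposure, Table 5 gives 7 DMRs at *AHRR*, *COL5A1*, *LINC00886* and *TNS1*. The paper's methylation change had the opposite sign to the expression change in the counts for 4 of these DMRs. Of the 5 hypomethylated DMRs, 2 lay at genes that rose and 3 at genes that fell, and both hypermethylated DMRs lay at genes that fell. With 4 genes, the relation between methylation and expression cannot be tested, and the genes behind Fig. 5D beyond those of Table 5 were not analysed here.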

Overall, genes that were hypomethylated were more often associated with increased expression and genes that were hypermethylated were associated with diminished expression (Fig. 5D).

Since treatment with PM_2.5_ resulted in an overall greater degree of DNA hypomethylation across the genome, we next examined expression of DNA methyltransferases (DNMTs) and ten–eleven translocation (TET) enzymes, which promote hydroxymethylation and eventual demethylation, in our experimental conditions. Single treatment with PM_2.5_ for 24 h had no effect on DNA methyltransferase (DNMT) expression and caused a decrease in TET expression, but daily treatment with low-concentration of PM_2.5_ for seven days resulted in an increase in expression of TET1, TET2, and TET3 (Fig. 6).

**Figure 6:**
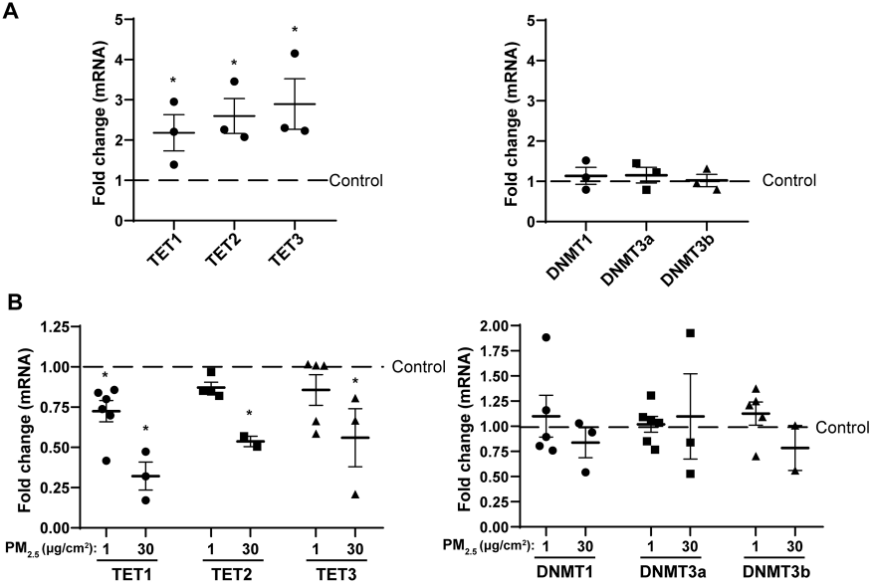
expression of ten–eleven translocation (TET) and DNA methyltransferase (DNMT) enzymes after PM_2.5_ treatment. (**A**) Expression of TET1-3 and DNMT1, -3a, and -3 b in cells after daily, repeated exposure to 1 µg/cm^2^ of PM_2.5_ for seven days, relative to untreated control. (**B**) Relative expression of TET1-3 and DNMT1, -3a, and -3b after single, 24-h treatment with PM_2.5_. *P < 0.05, one-way ANOVA with Tukey’s multiple comparisons post-test.

## Discussion

In this study, we describe the transcriptomic and DNA methylomic changes that occur in bronchial epithelial cells after 24 h of either high (30 µg/cm^2^) or low (1 µg/cm^2^) concentration treatment with PM_2.5_ from Beijing, China. We also examine the transcriptomic and DNA methylomic changes that occur in cells after repeated exposure to 1 µg/cm^2^ of PM_2.5_ every day for seven days. Overall, we found widespread changes in the transcriptomic and DNA methylomic patterns of bronchial epithelial cells after PM_2.5_ treatment. These changes differed depending on the concentration and duration of exposure. Treatment with 30 µg/cm^2^ of PM_2.5_ altered the expression of a large number of genes, many of which included cytokines and which were enriched in MAPK, PI3K-Akt, IL6, and P53 pathways. Although a lower number of genes were differentially expressed after treatment with 1 µg/cm^2^ of PM_2.5_ compared to 30 µg/cm^2^ of PM_2.5_, repeated exposure to low-concentrations of PM_2.5_ over several days resulted in the differential expression of many genes that were interestingly, different from those observed after 24 h of PM_2.5_ treatment. Treatment with PM_2.5_ resulted in extensive changes in DNA methylation, and many of these DNA methylation changes were found in genes that also demonstrated differential expression. Overall, there were more hypomethylated changes compared to hypermethylated changes after PM_2.5_ exposure, especially in cells treated repeated for seven days with PM_2.5_. More hypermethylated changes were noted in CpG islands and shores while hypomethylated changes were predominantly in intergenic regions. Together, these findings demonstrate the ability of PM_2.5_ to induce widespread changes in gene expression and DNA methylation under different concentrations and duration of PM_2.5_ exposure. The extent of these changes provides insight into how PM_2.5_ affects airway epithelial cell biology, inflammatory responses, and ultimately, disease.

Treatment with high concentrations of PM_2.5_ (30 µg/cm^2^) induced upregulation of a number of genes that were associated with toxicological responses to PM_2.5_ and that have been described in the literature. We observed upregulation of *CYP1A1*, *CYP1B1*, and *AHRR*, which is consistent with the polyaromatic hydrocarbon content of PM_2.5_ (7, 35). PM_2.5_ is also known to induce oxidative stress, commonly through the transcription factor NRF2 (36, 37). NRF2 binds to the anti-oxidant response element and can activate genes such as *HMOX1*, *NQO1*, *GCLM*, *SQSTM1*, and *FTL*, which were all increased in the dataset. 

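Of the cytokine genes *IL6*, *IL1B*, *TSLP*, *CXCL2* and *CXCL3*, all 5 had a higher mean and 4 were called after 24 h with 30 µg/cm2 of PM_2.5_, all but *IL6*. The count is the same with p-values adjusted over the 5 genes alone. *TSLP* (ENSG00000145777.14, chromosome 5 from 111070062 to 111078024) rose from 0.775 ± 0.0667 to 3.19 ± 0.991 CPM (SD, n = 3), a log2 fold-change of 2.03 (SE 0.268, adjusted p = 0.000338 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and of 2.02 with the replicate block. For *CXCL2* (ENSG00000081041.8, chromosome 4 from 74097035 to 74099293) expression rose from 2.68 ± 0.332 to 7.43 ± 1.72 CPM (SD, n = 3), a log2 fold-change of 1.47 (SE 0.267, adjusted p = 0.00326 from the same edgeR test) and of 1.43 with the block. For *CXCL3* (ENSG00000163734.4, chromosome 4 from 74036589 to 74038807) it rose from 1.15 ± 0.428 to 4.72 ± 0.986 CPM (SD, n = 3), a log2 fold-change of 2.01 (SE 0.315, adjusted p = 0.00114 from the same edgeR test) and of 2.03 with the block.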

Perhaps not surprising were also increased expression of *MDM2* and *CDKN1A*, which were expected to occur with PM-associated DNA damage (5), or increased expression of cytokines such as *IL6*, *IL1B*, *TSLP*, *CXCL2*, and *CXCL3*, which have all been demonstrated to be upregulated in other studies (11, 12, 16). Metals such as silver, copper, cadmium, and nickel, which are present in PM_2.5_, were not surprisingly identified in our unbiased pathway analyses as enriched upstream chemical regulators. These findings emphasize the validity and reproducibility of our results in the context of expected changes reported in the literature.

Our RNA-Seq data, however, also identified a much larger number of genes, 1310, that were differentially expressed after treatment with 30 µg/cm^2^ of PM_2.5_, which demonstrates the broad extent by which PM_2.5_ is capable of altering gene transcription in airway epithelial cells. Even when employing a more stringent cutoff for fold-change, at least 709 of these genes had at least greater than 2-fold-change in expression. 

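Among the genes called here at 30 µg/cm2 of PM_2.5_, 816 had an absolute log2 fold-change above 1, and with the replicate block 1362 did. In the fit of these libraries alone the number was 293. Supplementary Table S1 of the paper itself holds 710 genes above 2-fold. From the number of differentially expressed genes, the paper concludes that PM_2.5_ alters gene transcription in airway epithelial cells to a broad extent.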

We identified a much larger number of differentially expressed genes than that reported in most other studies (9–16), which may be attributed to the fact that we employed RNA-Seq, which is a more sensitive technique and provides a more comprehensive and broader analysis of transcriptomic changes than microarray analysis. By identifying a larger number of genes that were not previously noted in prior studies of PM_2.5_, we could discover additional pathways based on gene ontology that are altered by PM_2.5_, and identify novel genes that may provide additional insights into the effects of PM_2.5_ on epithelial cell biology. Certain genes such as *CYP1A1*, *CYP1B1*, *NQO1*, and *TXNRD1* were differentially expressed in all studies (9–16) including ours, demonstrating common, universal effects of PM_2.5_, even when they are from different regions of the world. Likewise, pathway analysis identified many gene ontology pathways that were commonly activated among different studies of PM_2.5_, including Cytokine–Cytokine Receptor Interaction and PI3K–Akt and MAPK Signaling. However, we also identified Glycine Serine and Threonine Metabolism, Arrhythmogenic Right Ventricular Cardiomyopathy, Fluid Shear Stress and Atherosclerosis, and Complement and Coagulation Cascades as potentially important pathways that were enriched only in our dataset.

Unique to our study was the fact that we examined gene expression changes with concentrations of 1 µg/cm^2^ of PM_2.5_, which was lower than that used in other transcriptomic studies. The rationale to study the effects of PM_2.5_ at this low-concentration was based on the fact that we had observed differential gene expression changes occurring with this concentration (sometimes even without changes at higher concentrations) (20), and low-concentrations of PM_2.5_ have been shown to exert important effects in other studies (17–19). We found fewer genes that were differentially expressed after treatment with a low-concentration of PM_2.5_ compared to higher concentrations, and the magnitude of effect was often less after lower concentrations of PM_2.5_ compared to higher concentrations. There were, however, certain genes that were affected by low-concentration PM_2.5_ treatment that were not observed after high-concentration treatment, and this illustrates how low levels of PM_2.5_ exposure cause changes that are distinct from higher concentrations of PM_2.5_ exposure. This is consistent with what we had observed in focused studies of select genes (20), though the mechanism for this is unclear. One potential hypothesis is that low-concentrations of PM_2.5_ might activate transcription factors that are opposed by other transcription factors that are activated at only higher concentrations of PM_2.5_. Additionally, signaling pathways activated by PM_2.5_ at low concentrations might be inhibited by pathways activated by only high concentrations, such as when anti-oxidant pathways become activated to counter the effects of oxidative stress. Finally, different concentrations of PM_2.5_ may activate signaling pathways with different kinetics and some genes may be activated by only certain pathways and not others. Ultimately, there were not enough genes activated by only low-concentration but not high-concentration PM_2.5_ that allowed us to perform rigorous pathway analyses, but future studies with increased sample size may enhance the statistical power to identify even more genes uniquely affected by low-concentration of PM_2.5_.

Studying the effects of repeated treatment with low-concentrations of PM_2.5_ over time has the potential to further model real-world exposure, since much of the world population are exposed to low levels of PM_2.5_ on a chronic, daily basis. Here, we found that repeated exposures induced gene expression changes that are distinct from what was observed after a single, 24-h exposure protocol. This was true even when comparing the effects of chronic exposure to the 24-h changes associated with higher concentrations of PM_2.5_, indicating that the effects of repeated exposure cannot be explained merely by the arithmetic total of accumulated PM_2.5_. This differential effect of PM_2.5_ between single and chronic, repeated treatment protocols has been described in other studies as well, in the context of epithelial mesenchymal transition and histone modifications (17–19). Along with these other studies, our data emphasize both the need and importance of utilizing models of repeated treatment to assess the effects of chronic exposure to PM_2.5_ and highlights the profound changes, both transcriptomic and epigenetic, that occur when cells are exposed to PM_2.5_ over time. The mechanisms for this may vary but could include adaptive changes in cells that are chronically exposed to PM_2.5_, as often observed when anti-oxidant signals become upregulated in response to oxidant damage. Epigenetic modifications may account for some of these adaptive changes, and many studies have examined how air pollutants affect DNA methylation in humans, not just acutely, but over the life course of an individual (26, 28, 40). One study showed that exposure of BEAS-2B cells to biomass from a power plant for five weeks induced widespread DNA methylation and gene expression differences (38). Exactly how epigenetic and gene expression changes continue to evolve over time remains to be determined.

DNA methylation changes represent an important epigenetic mechanism that affects gene expression, often in a persistent manner, and that contributes to the development of many diseases including cancer (21) and asthma (23). Both *in vivo* and *in vitro* studies have shown that air pollution affects DNA methylation patterns in a variety of cell types (26–28). Here, we utilized eRRBS to examine the DNA methylomic changes in bronchial epithelial cells after PM_2.5_ treatment and found that PM_2.5_ induced widespread DNA methylomic changes, many of which correlated with changes in gene expression. These changes occurred with both short-term and long-term PM_2.5_ exposures, though the genes that were affected differed between exposure protocols. As compared to other studies in air pollution that utilized microarrays for DNA methylation analysis (38, 39), which are biased toward pre-determined CpG sites, we employed eRRBS, which assays a more diverse region of genes and broader coverage. Our dataset thus has the potential to provide richer insights into the epigenetic changes induced by PM_2.5_ and the mechanisms by which PM_2.5_ affects individual gene expression. However, eRRBS has its own limitations, and in our study, only 47.6% of Illumina 450 K array and 37.3% of Illumina EPIC array (850 K) sites are covered by eRRBS. Thus, when compared to the study by Shi *et al*. (39), only 16 genes (*ABCA3*, *ABCG1*, *ANPEP*, *LMNB2*, *GALNT2*, *HMGA1*, *HPCAL1*, *KIF18B*, *PTK2B*, *MID1*, *CENPE*, *SEMA6B*, *TNS3*, *TPX2*, *EPHB4*, *TNFRSF10B*) were noted to be differentially methylated and expressed by both their study and ours. This might be due to variations in experimental protocol, source of PM_2.5_, and methods for DNA methylation analysis (Illumina array vs. eRRBS).

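All 16 genes were called after 24 h with 30 µg/cm2 of PM_2.5_, with 4 higher and 12 lower. The paper drew this list from its own calls on these data, so the count shows no stability. The rises were in *HMGA1*, *TNFRSF10B*, *ABCG1* and *HPCAL1*, with log2 fold-changes of 1.20, 1.14, 1.01 and 0.87, and with the replicate block of 1.31, 1.07, 0.99 and 0.88. The largest falls were in *SEMA6B* and *MID1*, with log2 fold-changes of -2.08 and -1.88, and of -2.15 and -1.86 with the block. The smallest fall was in *KIF18B*, at -0.64 (adjusted p = 0.00872 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Methylation of these genes was not analysed here.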

Although PM_2.5_ induced an overall greater number of CpG sites that were hypomethylated compared to hypermethylated, there was increased hypermethylation found among CpG islands and CpG shores. This differential effect suggests that DNA methylation changes induced by PM_2.5_ occur in a locus-specific manner rather than stochastically throughout the genome. Within genes, a greater proportion of hypermethylation was found among promoters and exons whereas hypomethylation was found more among intergenic regions and 3′- and 5′-untranslated regions. This overall greater degree of hypomethylation with certain regions biased toward hypermethylation has been observed in other *in vitro* studies as well (38, 39). Together, these findings further emphasize the non-random, directed nature by which methylation changes occur throughout the genome.

Measurements of DNMT and TET expression after PM_2.5_ exposure revealed that expression of TET1, TET2, and TET3 were elevated after treatment with PM_2.5_ when given repeatedly for seven days. This is consistent with the observation that PM_2.5_ induces an overall greater degree of hypomethylation across the genome, since TET enzymes are recognized to participate in demethylation by the addition of hydroxyl groups to methylcytosine followed by base-excision and repair. The effects of PM_2.5_ on TET expression and DNA hypomethylation are consistent with certain other studies that demonstrate an overall increase in hypomethylation associated with air pollution (41, 42), though the data *in vivo* tend to be mixed. In one, well-designed double cross-over interventional study performed in humans, PM_2.5_ exposure resulted in a decrease in the predominant DNMT and TET isoforms, and this was associated with a decrease in both methylated and hydroxymethylated cytosine (43). Although our data with chronic repeated exposures demonstrated an increase in TET expression, a short-term single exposure was associated with a decrease in TET expression, which would thus be consistent with this recently published finding in humans. The differing effects of PM_2.5_ on TET expression in our study once again highlight the importance of considering duration of exposure in different models. Although several studies demonstrate that PM_2.5_ induces a global level of DNA hypomethylation (41, 42), our study, in addition to these others, identified specific CpG sites that were hypermethylated as well. No changes in DNMT expression were noted after PM_2.5_ exposure in our experiments, and future studies are needed to determine the exact mechanism by which specific loci are targeted for either hyper- or hypomethylation.

Several of the observed changes in DNA methylation correlated with changes in gene expression, though there were also many changes in DNA methylation that were annotated to genes whose expression was not significantly altered. The effects of changes in DNA methylation often depend on the number of CpG loci affected, the magnitude of change, and the location of these changes relative to any given gene, and our study may have identified many methylation changes that were insufficient to effect gene expression by itself. However, these DNA methylation changes may render genes poised for further modulation, and additional studies can test whether these methylation changes affect the sensitivity of cells to subsequent treatment with various mediators, cytokines, or other signals that activate transcription factors. The fact that DNA methylation patterns persist and can be passed during cell division indicates that these PM_2.5_-induced changes may have important implications in long-term health and disease, even after the cessation of PM_2.5_ exposure. Additional studies would be needed to determine the durability and long-term stability of these DNA methylation changes over time.

Our study examined the gene expression and DNA methylation changes induced in BEAS-2B cells, but use of primary airway epithelial cells, from healthy subjects or individuals with airway disease, could produce different findings. We also treated cells directly with PM_2.5_ dissolved in aqueous medium, and experiments performed using an air–liquid interface may produce different results, as suggested by other studies (44, 45). Use of air–liquid interface may also obviate the need to account for how PM_2.5_ is extracted, as varying levels of organic fractions has been shown to independently affect transcriptomic results (13). The lowest concentration we used was 1 µg/cm^2^, which was much lower than many other *in vitro* studies. This may be similar to the low-concentrations of PM_2.5_ that humans are exposed to in developed countries, though calculating the equivalency between *in vitro* and *in vivo* concentrations has its limitations. We utilized PM_2.5_ collected from air monitoring stations in Beijing, China, and similarities between our dataset and others suggest that PM_2.5_, even from different sources, exert common, universal effects. By contrast, transcriptomic and methylomic changes that were uniquely identified in our study could also indicate changes specific to PM_2.5_ from Beijing. DNA methylation changes have been shown to occur in controlled, *in vivo* studies, performed in both rats (39) and humans (27). Although there are limitations to the applicability of our study to real-world, *in vivo* exposures, *in vitro* studies provide the advantage of systematically examining the effects of different concentration and exposure protocols of PM_2.5_ on a single cell type in isolation. Repeated exposures also better approximate real-world conditions in which humans are often exposed to PM_2.5_ on a daily basis. The fact that we observed very distinct gene expression and DNA methylation signatures from cells treated on a repeat vs. single basis highlights the need for more studies utilizing chronic models of exposure. Future studies that examine the upstream signals that are triggered by PM_2.5_, such as generation of reactive oxygen species or activation of nuclear factor kappa B or aryl hydrocarbon receptor, can help shed light on the mechanism(s) by which PM_2.5_ causes these transcriptomic and DNA methylomic changes.

In conclusion, we identified transcriptomic and DNA methylomic changes that occur when bronchial epithelial cells are exposed to PM_2.5_ from Beijing, China. Using RNA-Seq and eRRBS and comparing high vs. low-concentration of PM_2.5_ at both single and repeated exposures, we identified different genome-wide changes at the gene expression and epigenetic level that are unique and distinct from existing literature. These datasets demonstrate the extensive nature by which PM_2.5_ influences the gene transcriptome and epigenome of airway epithelial cells, which may have important implications in long-term health and disease.

## Supplementary data

Supplementary data are available at *EnvEpig* online.

## Supplementary Material

dvaa022_Supplementary_Data Click here for additional data file.

# Supplementary material for: Effect of concentration and duration of particulate matter exposure on the transcriptome and DNA methylome of bronchial epithelial cells
**Source:** Environ Epigenet. 2021 Feb 28;7(1):dvaa022. doi: 10.1093/eep/dvaa022
**Supplement:** dvaa022_Supplementary_Data

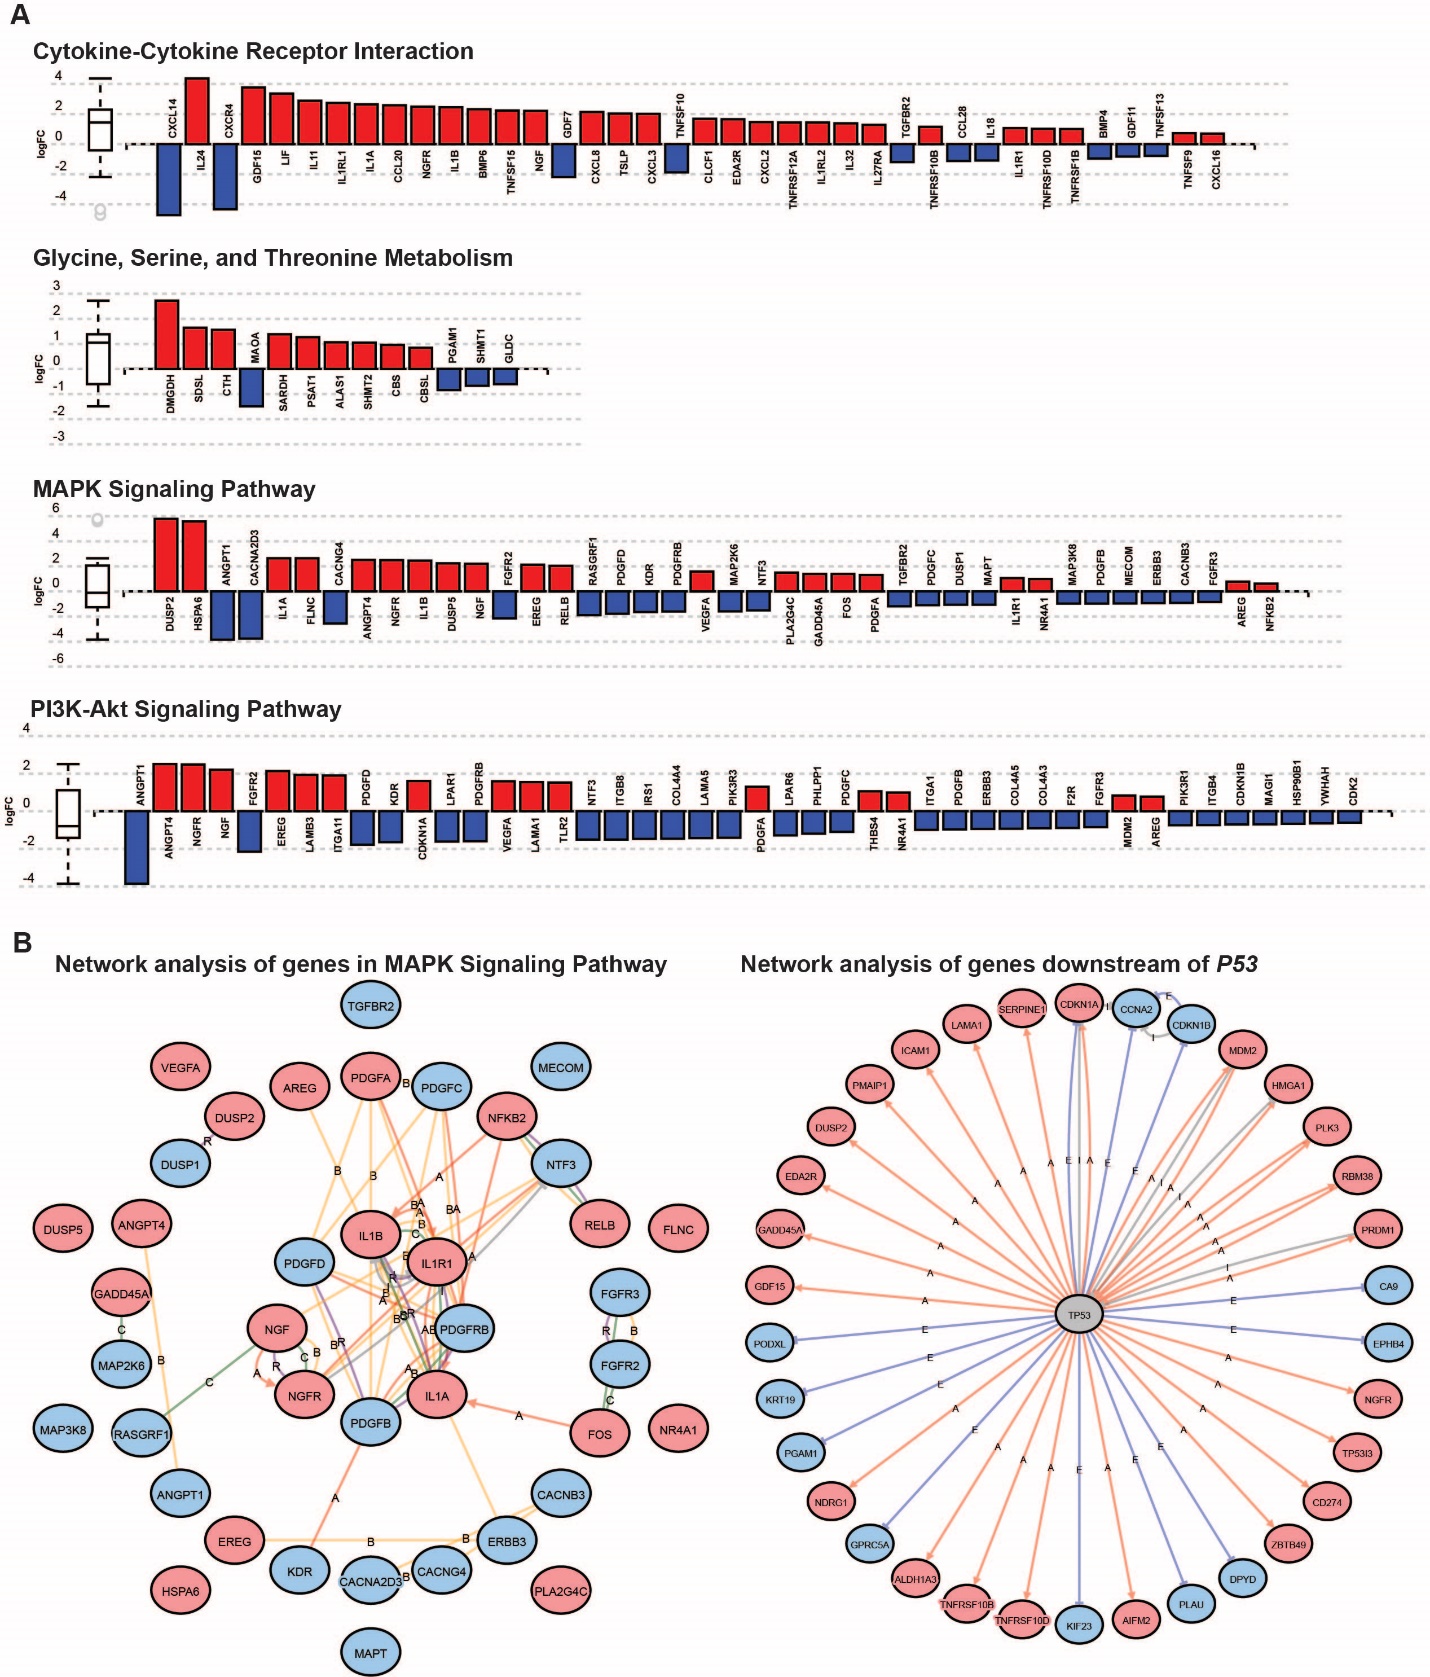

**Supplemental Figure 1 Pathway analysis of differentially expressed genes after 24-h treatment with 30 µg/cm^2^ of PM_2.5_.** A) Pathway analysis identified Cytokine-Cytokine Receptor Interaction, Glycine Serine and Threonine Metabolism, MAPK Signaling Pathway, and PI3K-Akt Signaling Pathway as enriched among differentially expressed genes after high-dose PM_2.5_ treatment. Relative expression of genes in those pathways are shown by log fold change (FC). B) Network analysis of differentially expressed genes in the MAPK Signaling Pathway and genes affected by the upstream mediator, P53.

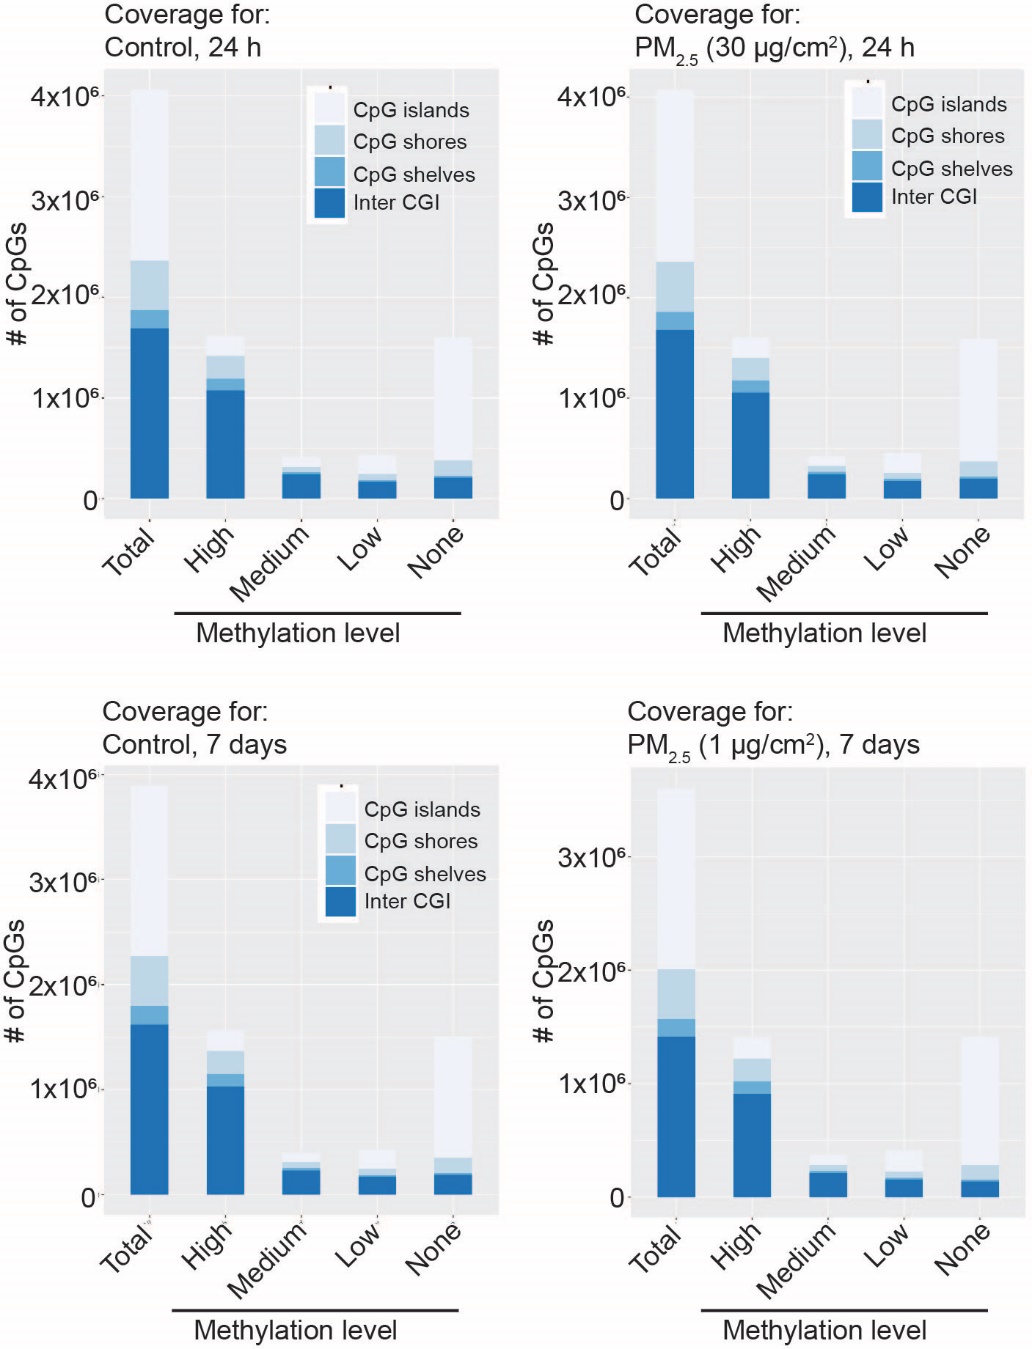

**Supplemental Figure 2 CpG coverage and DNA methylation levels of samples analyzed for enhanced reduced representation bisulfite sequencing (eRRBS).** Samples from different treatment conditions were analyzed for eRRBS. Total number of aligned and annotated CpGs are shown, as well as the distribution of methylation levels (high 66-100% methylation, medium 33-66% methylation, low 5-33% methylation, none < 5% methylation). Included is also the relative distribution of annotations to CpG islands, shores, shelves, or intergenic regions.

How the deposited data were processed for this re-analysis (not part of the article)

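RNA sequencing of BEAS-2B cells was used here, with 15 libraries in 5 conditions of 3 experiments each. These were vehicle control, 1 µg/cm2 and 30 µg/cm2 of PM_2.5_ for 24 h, and control and 1 µg/cm2 of PM_2.5_ given daily in the repeated protocol. The methods give 6 daily exposures with collection on day 7 and the sample labels give 7 exposures. The methylation sequencing, the PCR and the cell assays were not analysed here, and the paper's methylation values were used only where they are set beside expression.

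The authors deposited one table of counts per gene, made from single-end reads of 50 bases aligned to GRCh38 with STAR 2.5.3 and counted with featureCounts, without normalization. The table holds 58219 Ensembl genes, of which 57437 were given a name and 39921 an Entrez identifier here. The name of the annotation, the strand used in counting and the options of featureCounts were not found in the paper's text. Genes that overlap another tested gene, and genes that share reads with pseudogenes, are therefore marked as uncertain. Names and the GC content of transcripts were taken from a GENCODE annotation. The table also holds the exon length of each gene, which the authors deposited beside the counts and which was used to test for a length bias.

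Per library, 21460981 to 34724765 reads were counted on genes, with a median of 29243177. A gene with 3 counts in a library was taken as the floor, which covers counting error only. A fold against a group whose libraries all hold 3 counts or fewer was computed against the floor and is given as a lower bound. Mitochondrial genes took 2.37% to 4.40% of the counts and the 10 most abundant genes of a library 3.11% to 5.66%.

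Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with edgeR's filterByExpr by condition, which kept 17599, and libraries were scaled by TMM. A quasi-likelihood model in edgeR's earlier mode, with one mean per condition and no other term, was fitted to all 15 libraries. Each treatment was compared with its control, 30 with 1 µg/cm2 at 24 h, the response after daily exposure with each response at 24 h, and the controls of both protocols with each other. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold-change of at least 0.6. For 1 µg/cm2 at 24 h, edgeR's likelihood ratio test was also run with the adjusted p-value alone. SEs of log2 fold-changes are the fold-change divided by the square root of its F statistic.

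Replicate numbers come from the sample labels, and the series record gives each number as an experimental batch. Treated and control cells of one number were thus taken as handled together, and every comparison within a protocol was repeated with the number as a replicate block. Numbers of the 24-h and the repeated protocol were blocked separately because they are different experiments, so the controls of both protocols could not be compared with the block. Deviations from the group means were correlated between libraries of the same and of different numbers to check the pairing.

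Genes are named by a rule set before the counts were seen. It covers every gene that the paper names in its text, Tables 3 to 5 and Fig. 6, the members of gene sets where a test of the set is reported, and for each comparison the 5 largest rises and 5 largest falls among called genes whose 9 pairs of libraries all changed the same way. A gene outside the rule is named only with the statement that it was chosen after its values were seen. A few genes that the rule covers, and the results that need them, are not reported here. For a list of genes, p-values adjusted over the list alone are given beside those adjusted over all genes.

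For the closing section, 12 gene sets written before the counts were seen were tested with camera of limma 3.58.1 on log2 CPM, with an inter-gene correlation of 0.01 and adjustment over all 84 tests. Alternatives covered normalization with RLE or the upper quartile, no filter or a filter at 1 CPM, the libraries in the fit, the replicate block, edgeR's current mode and robust mode, DESeq2 1.42.0, the likelihood ratio test, a test against a fold of 1.5, genes with an Entrez identifier, and each library left out in turn. Leaving out the libraries of 24-h experiment 2 was added after the spread between the experiments was seen. Other splits of the libraries were fitted in the same way, all of them or 100 drawn at random.

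The fits were tested on simulated data with 200 changed genes. With one spread for all libraries, the quasi-likelihood test recovered 91% of the changed genes and called 10 others, at a mean log2 fold-change of 1.54. The next 2 simulations used smaller changes. With the spread of the repeated protocol in all libraries, the fit of all libraries recovered 98.5%, at a mean of 0.99. With a shift shared by the libraries of 24-h experiment 2, it recovered 25.5% and the replicate block 98%, both at a mean of 1.02. In all of these simulations, genes of like expression were given the same spread. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9. Pathway and upstream-regulator enrichment were not repeated here, since they need the authors' software and gene lists, and the genes of each pathway were taken from the paper's supplementary tables.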

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

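All tests of explanations in this part were chosen after the results were seen. The thresholds, the gene sets, the replicate block and the other alternatives were set before the data were examined, apart from leaving out the libraries of 24-h experiment 2.

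The controls of the repeated protocol and of the 24-h protocol, which the paper does not compare, differed in 3860 genes, with 1958 higher and 1902 lower in the repeated protocol. This stands out because it is a signal in a comparison that the paper did not make. In 1 of the 10 splits of the 6 controls the count was as large, which is the real split, and with 3 libraries against 3 the share cannot be smaller. The facility's numbering placed control 1 of the repeated protocol with 24-h experiments 2 and 3, yet its first principal component score was 58.013, among the scores of 51.5 to 61.7 of its own protocol, so the numbering run does not account for the difference. GC content and gene length explained 1.66% of the variance across genes. Without the libraries of 24-h experiment 2, 5564 genes differed, so that experiment did not produce the difference. Several gene sets differed by camera. The circadian clock output genes, set beside days in culture, were higher in 13 of 16 (camera adjusted p = 7.771e-05, and 0.0302 with the correlation within the set estimated). The YAP targets were higher in 6 of 24 and the G2/M cell cycle genes in 3 of 24 (camera adjusted p = 0.0003094 and 5.569e-05, and 0.3182 and 0.3365 with the correlation estimated), as a difference in cell density may also give. The interferon-stimulated genes were higher in 22 of 22 (camera adjusted p = 3.672e-11, and 0.06007 with the correlation estimated), and the sets single out no cause. Plating density, days in culture and the experiments themselves differ together between the protocols and cannot be told apart.

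The response to daily 1 µg/cm2 differed from the response to 24 h of 30 µg/cm2 of PM_2.5_ in 320 genes, which stands out because the difference between the responses was itself tested. Relabelling treated and control libraries so that all pairs of the same number were parted gave as many genes in 4 of 32 splits. All 4 are among the 8 that keep the real labels at 24 h, and the largest of these gave 1428. The other 24 gave at most 10. Splits with the real labels at 24 h still hold the response to 30 µg/cm2, so their counts cannot show what chance alone would give for the difference. In 5 of 100 splits of any kind the count was as large. The replicate block, which these splits leave out, gave 2572 genes. Without the libraries of 24-h experiment 2, 3884 genes passed, so that experiment does not account for the count. Of the 320 genes, 75.3% also differed between 30 and 1 µg/cm2 at 24 h, against 7.8% of tested genes. The concentration of particles may therefore account for much of the difference, but both comparisons use the same libraries at 30 µg/cm2, so its share cannot be told apart from the duration and number of exposures.

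For 1 µg/cm2, the responses after daily exposure and after 24 h differed in 3 gene sets by camera, which stands out as a tested difference between durations. The response was lower after daily exposure in the AhR targets (adjusted p = 1.887e-05, median log2 difference -0.59, 2 of 11 genes higher), the NRF2 targets (adjusted p = 6.055e-05, median -0.30, 2 of 25 higher) and the circadian clock output (adjusted p = 0.02489, median -0.19, 5 of 16 higher). With the replicate block the adjusted p-values were 0.0003511, 0.0001724 and 0.01791, so differences between the experiments of one protocol do not remove them. The block cannot account for differences between the protocols, which were separate experiments. With the correlation within each set estimated they were 0.0273, 0.01348 and 0.1528, so co-regulation of its genes may account for the circadian set. These 2 alternatives span the range tried for each set.

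Against 30 µg/cm2 for 24 h, the response to daily 1 µg/cm2 differed in the 5 gene sets given here. It was lower in the NRF2 targets (adjusted p = 9.551e-19, median log2 difference -1.41, 1 of 25 genes higher), the integrated stress response (adjusted p = 4.01e-09, median -0.83, 4 of 27 higher) and the metallothioneins (adjusted p = 5.768e-06, median -1.77, 1 of 8 higher). It was higher in the G2/M cell cycle (adjusted p = 1.305e-09, median 0.58, 24 of 24 higher) and the interferon-stimulated genes (adjusted p = 0.001594, median 0.47, 17 of 22 higher). With the replicate block the adjusted p-values in the same order were 4.665e-13, 7.893e-07, 0.0004062, 1.008e-07 and 0.005873. With the correlation within each set estimated they were 7.829e-05, 0.2204, 0.08443, 0.1481 and 0.3182, so co-regulation may account for the last 4 of the 5.

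Over all comparisons 46 of 84 set tests had an adjusted p-value under 0.05. When the condition labels were exchanged within experiment numbers, the sets without the comparison of the controls reached their real count of 38 in 11 of 100 draws, and when they were exchanged freely in 4. The real labels are among the draws of both kinds, and so among the 11 and the 4. Of the 100 draws within experiment numbers, 10 kept the libraries at 30 µg/cm2 together under one label and so still hold that response. Of these, which include the real labels, 3 reached the count. Among the 90 draws that did not, 8 reached it and the largest gave 45. The number of sets that passed therefore does not stand apart from that of other groupings of the libraries. These draws do not test any single set, and no set difference is called biological here. On simulated counts the test found the one raised set (camera adjusted p = 3.23e-61) and 0 others. The simulated genes varied independently of each other, so this cannot show how the test behaves on sets of correlated genes.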

How the results depend on the processing

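Leaving out the libraries of 24-h experiment 2 was the one test in this part chosen after the result was seen. The 14 results that are counts or shares were compared with the alternatives 291 times, and 167 stayed within 1.5 times the count or 1 SD of the share, and 124 did not. Normalization with RLE, robust fitting, edgeR's current mode, a filter at 1 CPM, the adjusted p-value alone and genes with an Entrez identifier left all of the tested counts within that range, as did upper-quartile normalization, though it moved the share of rises after daily exposure from 45.0% to 59.4%. That share was 33.9% in edgeR's current mode and 36.5% with the replicate block. The comparison of the controls could not be fitted with the replicate block, and alternatives of the quasi-likelihood mode were not run for the likelihood ratio test.

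Fitting only the libraries of the comparison gave 360 genes for 30 µg/cm2, 293 above 2-fold, 2 for 1 µg/cm2 (20 in the likelihood ratio test), 1029 for daily exposure, 149 between 30 and 1 µg/cm2, 1 for daily against single 1 µg/cm2, and 12 and 72 genes shared by daily exposure with 1 and 30 µg/cm2. The replicate block gave 2681, 1362, 74 (256), 773, 2737, 181, 41 and 247 in the same order, and 2572 for daily exposure against 30 µg/cm2. The block with only the libraries of the comparison gave 20 (270) for 1 µg/cm2, 1181, 2481, 347, 65 and 226 in that order from daily exposure on, and 2352 against 30 µg/cm2.

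Without a filter, 38 genes were found for 1 µg/cm2, 92 for daily exposure, 20 for daily against single 1 µg/cm2, 488 for daily exposure against 30 µg/cm2 and 33 shared with 30 µg/cm2. DESeq2 gave 39, 249, 62, 787 and 82 in the same order, and 10 shared with 1 µg/cm2. The likelihood ratio test gave 34, 194, 13, 680 and 61, and 9 shared with 1 µg/cm2. The test against a fold of 1.5 gave 397 genes for 30 µg/cm2, 4 (8 in the likelihood ratio result) for 1 µg/cm2, 3 for daily exposure, 312 between concentrations, 54 for daily exposure against 30 µg/cm2, 1378 between the controls, and 1 and 1 shared with 1 and 30 µg/cm2. Without the libraries of 24-h experiment 2, chosen after seeing the data, the counts were 3430 for 30 µg/cm2, 1801 above 2-fold, 378 (1369) for 1 µg/cm2, 1083 for daily exposure, 3113 between concentrations, 1766 for daily against single 1 µg/cm2, 3884 against 30 µg/cm2, and 125 and 355 shared with 1 and 30 µg/cm2, and the share of Supplementary Table S1 genes with the same direction at both concentrations was 60.0%. Separate controls moved that share to 57.5% with control 1 and 56.8% with control 3, and to 72.8% with control 2. With the correlation estimated, 10 of 84 gene set tests passed, and with the block 34 of 72.

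Fits that each left out one library of the comparison gave 794 to 2706 genes for 30 µg/cm2, 507 to 1590 above 2-fold, 4 to 45 (19 to 236) for 1 µg/cm2, 0 to 11 for daily exposure, 711 to 2715 between concentrations, 0 to 63 for daily against single 1 µg/cm2, 131 to 1459 against 30 µg/cm2, 2832 to 4071 between the controls, and 0 to 11 and 0 to 38 shared with 1 and 30 µg/cm2. Leaving out a library of the 24-h protocol moved the count for daily exposure to 9 to 104, and leaving out a treated library of either protocol moved that between the controls to 3648 to 4504. The genes of Supplementary Table S1 at 0.6 or more numbered 159 to 219, and the share with the same direction was 57.3% to 75.9%. The 0 after daily exposure came with 1280 or 1555 genes at an unadjusted p-value under 0.05, and that for daily against single exposure with 801 to 2845 in the fits that gave it. Except for the spread shared between protocols, which is tested under the other observations, the cause was not tested.

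The 98 results for named genes were compared in 2018 settings, of which 1872 were the same, 101 weaker and 32 stronger. All 59 called results kept their sign in every setting, and 43 results were the same in every setting. Of the weaker settings, 24 came from fitting only the libraries of the comparison and 19 from the test against a fold of 1.5. Reversals, 13 in all, were confined to *TET* and *DNMT* genes, none of which was called in the main fit. At 1 µg/cm2 the log2 fold-change of *TET1* was -0.09 without control 3 and -0.095 without treated library 1, with values from -0.095 to 0.226 over the fits that left out one library, and that of *TET2* was 0.08 without control 1, 0.228 without treated library 2 and 0.142 without experiment 2, with values from -0.297 to 0.228 over those fits. That of *TET3* was -0.022 with the block, in all libraries and in those of the comparison, -0.188 without control 2 and -0.307 without treated library 1, with values from -0.307 to 0.338. *DNMT1* was at 0.081 without treated library 2 (from -0.227 to 0.081) and *DNMT3A* at -0.031 without treated library 1 (from -0.031 to 0.156). At 30 µg/cm2 *DNMT1* was at 0.033 without control 1 and 0.053 without treated library 2 (from -0.186 to 0.053). The cause was not tested. Depth limits genes such as *FYB1*, whose controls hold no more than 3 counts each.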

Differences from the paper's values

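For the 170 log2 fold-changes compared with the paper's, the median absolute difference was 0.004 and the largest 0.02. Counts of genes differed, with 1420 called here against 1310 in the paper at 30 µg/cm2. At 1 µg/cm2, 35 passed the likelihood ratio test here against 40 in the paper. No test of a cause is reported in this part.

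The counts of genes past the thresholds were not all the same. Of 1306 matched genes that the paper calls at 30 µg/cm2 in Supplementary Table S1, 40 were not called here, and 4 of these (*IGFN1*, *LINC00659*, *RGS4* and *TIE1*) were not tested. Settings that called some of the 40 are the likelihood ratio test (32 of them), the replicate block (33), DESeq2 (30), genes with an Entrez identifier (29), a filter at 1 CPM (24), no filter (23), the block with only the libraries of the comparison (20), RLE (16), edgeR's current mode (16), upper-quartile normalization (10) and the adjusted p-value alone (3). Leaving out the libraries of 24-h experiment 2, which was chosen after seeing the values, called 35 of them. Fits without one library called some as well, with 35 without treated library 2 at 30 µg/cm2, 33 without treated library 2 at 1 µg/cm2, 14, 9 and 8 without 24-h control 1, 2 and 3, 9 and 7 without treated libraries 1 and 3 at 1 µg/cm2, 1 without treated library 3 at 30 µg/cm2, and 2 to 4 without any one library of the repeated protocol.

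The paper calls *FYB1*, *NMRAL2P*, *NPTX1*, *PEG10*, *RGS4*, *SLC45A4* and *VIPR1* at 1 µg/cm2 in Table 3. Here *RGS4* was not tested, and the adjusted p-values of the edgeR likelihood ratio test with Benjamini-Hochberg adjustment were 0.056, 0.052, 0.0501, 0.0502, 0.0736 and 0.065 for the others. A filter at 1 CPM and the replicate block called these 6. The block with only the libraries of the comparison and DESeq2 called *NMRAL2P*, *NPTX1*, *PEG10*, *SLC45A4* and *VIPR1*, upper-quartile normalization called *NMRAL2P*, *NPTX1*, *PEG10* and *SLC45A4*, genes with an Entrez identifier called *NMRAL2P*, *NPTX1* and *PEG10*, RLE called *PEG10*, and no filter called *RGS4*. All 7 were called without treated library 2 at 30 µg/cm2 and, in a setting chosen after seeing the values, without the libraries of 24-h experiment 2. Fits without another library called some of them. These were *FYB1*, *NMRAL2P*, *PEG10*, *RGS4* and *VIPR1* without 24-h control 2, *NPTX1* without 24-h control 3, *FYB1*, *NMRAL2P*, *NPTX1* and *SLC45A4* without treated library 2 at 1 µg/cm2, *FYB1*, *RGS4* and *VIPR1* without treated library 1 at 30 µg/cm2, and *FYB1* and *RGS4* without treated library 3 at 30 µg/cm2. In the repeated protocol they were *NPTX1* without control 1, *RGS4* without control 3, *PEG10* and *RGS4* without treated library 1, *NMRAL2P* and *RGS4* without treated library 2, and *FYB1*, *PEG10* and *RGS4* without treated library 3.

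The paper calls *ENDOD1*, *PLEKHA2*, *PRSS21* and *TMEM147-AS1* after daily exposure in Table 4. Here their adjusted p-values from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0507, 0.0507, 0.052 and 0.0507. All 4 were called by a filter at 1 CPM, a fit of only the libraries of the comparison, the replicate block with all or only those libraries, DESeq2, the likelihood ratio test, genes with an Entrez identifier, and fits without 24-h control 2, treated library 2 at 1 µg/cm2 or treated library 2 at 30 µg/cm2. They were also called without the libraries of 24-h experiment 2, chosen after seeing the values. edgeR's current mode called *ENDOD1*, *PLEKHA2* and *TMEM147-AS1*, RLE called *ENDOD1* and *PLEKHA2*, and upper-quartile normalization called *ENDOD1*.

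Of the 40 names in Table 3, 38 were matched to the counts. Called here and not among the matched genes of Table 3 were *GCAWKR*, *LINC00900*, *LINC01266* and ENSG00000279312.1. The log2 fold-changes of *GCAWKR* and ENSG00000279312.1, 0.973 and -0.759, are close to those of the unmatched names, so they may be the same genes under other names. Called here and absent from Table 4 were *GCAWKR*, *DPH5-DT*, *MT-TP* and ENSG00000271781. Those outside the naming rule were chosen after their values were seen.

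The paper's discussion lists *IL6* among the cytokines with increased expression. The paper also cites a rise of *IL6* at 30 µg/cm2 in an earlier study and infers *IL6* as a hub from other genes. Neither of these was tested here. In the counts at 30 µg/cm2, the log2 fold-change of *IL6* was 0.40 and it was higher in 6 of 9 pairs of libraries, without passing the test.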

Other observations

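The explanations in this part were chosen after the results were seen, as were the tests made for them. The replicate block, the fit of the repeated protocol alone and the separate controls were set before the data were examined.

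The libraries of 24-h experiment 2 differed from those of experiments 1 and 3 in 5416 genes, with 2636 higher and 2780 lower. The fit treats the control and treated libraries of the same experiment as independent replicates, which they are not. The count and the p-values of the set tests below therefore describe these libraries and not how experiments vary. Library size does not account for the difference, since experiments 1 and 3 at 30 µg/cm2, the condition in which the totals of these experiments differ most, had a chi-square per degree of freedom of 4.455. GC content and gene length explained 11.41% of the variance across genes, and the biological coefficient of variation of the 24-h libraries was 0.2609 after fitting them and 0.2873 without mitochondrial genes, the same as with them. Experiments 2 and 3 were numbered by the facility in the same run and still differed, with a chi-square of at least 76.71 per degree of freedom. Cell density or growth state may contribute. The YAP targets were lower in experiment 2 (camera adjusted p = 0.001498, median log2 difference -0.62, 5 of 24 genes higher), while the G2/M cell cycle genes did not pass (camera adjusted p = 0.1883, 17 of 24 higher). The only other set that passed was the integrated stress response, which was higher (camera adjusted p = 0.004656, median log2 difference 0.655, 22 of 27 genes higher). These set tests used the fixed inter-gene correlation of 0.01 and were not repeated with the correlation within each set estimated. The design gives no condition for the experiments, so these explanations cannot be told apart.

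Few genes passed the thresholds after daily exposure when all 15 libraries shared one estimate of the spread. A fit of that protocol alone gave 1029 genes, and leaving out the libraries of 24-h experiment 2, chosen after seeing the data, gave 1083, of which 943 were among the 1029. On simulated counts with the larger spread at 24 h, the fit of all libraries recovered 52.5% of the changed genes and the fit of the protocol alone 99%. The shared estimate of the spread may thus account for the low count.

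The share of Supplementary Table S1 genes with the same direction at 1 and 30 µg/cm2 was 70.5%. With separate controls it was 57.5%, 72.8% and 56.8% for controls 1, 2 and 3 at 1 µg/cm2. The 3 controls shared by both comparisons may account for part of the share, and the spread between these values leaves open how much.

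*CYP1A1* rose more at 1 than at 30 µg/cm2, with a log2 difference between 30 and 1 µg/cm2 of -2.51. Without the libraries of 24-h experiment 2 it was -3.555 and with the replicate block -2.63, so that experiment does not account for it. Of 12 tested genes that the paper names as changed in opposite directions by the concentrations, 10 were called at 1 µg/cm2 without the libraries of experiment 2 and 0 with them, where 534 genes had an unadjusted p-value under 0.05. In 10 of the 12, the control of experiment 2 was the lowest control, so that experiment may hide falls at 1 µg/cm2. This cannot hold for *AQP3*, *PADI2* and *BMF*, which rose at 1 µg/cm2 and were also called without experiment 2. Experiment 2 changed in the direction of the mean in 8 of the 12, and with the replicate block 1 was called. The genes were chosen for this pattern, so the test shows no stability.

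Other splits of the 6 libraries of a comparison into 3 and 3 were fitted, and the share that includes the real split cannot be under 1 in 10. A count as large was found in 1 of 10 splits for 30 µg/cm2, for genes above 2-fold, for 1 µg/cm2 in the quasi-likelihood test, for daily exposure in both fits, and for the genes that daily exposure shares with 1 and with 30 µg/cm2. It was found in 4 of 10 for 1 µg/cm2 in the likelihood ratio test, in 2 of 10 between 30 and 1 µg/cm2, in 5 of 10 for the genes of Supplementary Table S1 at 0.6 or more, and in 2 of 10 for the share with the same direction. The largest other splits gave 2132 and 2443 genes in the first 2 of these and put both libraries of experiment 2 on one side, so without the replicate block a difference between experiments cannot be told apart from one between conditions there. Among the 4 splits that part all pairs of the same number, only the real one was as large, except for the share with the same direction, where 2 were. For daily against single 1 µg/cm2 the count was 0, with 1245 genes at an unadjusted p-value under 0.05. All 32 splits were as large, which a count of 0 makes certain, so they cannot test this comparison.

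The paper measures *TET* and *DNMT* transcripts by PCR in Fig. 6 and reports that *TET1*, *TET2* and *TET3* rose after daily exposure. In the counts, 0 of these 6 genes were called after daily exposure in the main fit, with 2102 genes at an unadjusted p-value under 0.05 over all genes, and all 6 were lower. As a set they were lower by camera (adjusted p = 0.04938). The set did not pass with the block (camera adjusted p = 0.05068) or with the correlation estimated (camera adjusted p = 0.5061). The fit with the replicate block called 1, *TET1*, which fell. It was also called in the fit of only the libraries of the comparison, with and without the block, and without the libraries of 24-h experiment 2. After 24 h with 30 µg/cm2, 4 of the 6 were lower and 2 higher, and 0 were called in the main fit, where 4161 genes had an unadjusted p-value under 0.05. The block called 1 there as well, *TET1*, with a log2 fold-change of -0.635. After 24 h with 1 µg/cm2, 2 were lower and 4 higher, and 0 were called with or without the block.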
